# Genome-Wide Identification of Polycomb Target Genes Reveals a Functional Association of Pho with Scm in *Bombyx mori*

**DOI:** 10.1371/journal.pone.0034330

**Published:** 2012-04-02

**Authors:** Zhiqing Li, Daojun Cheng, Hiroaki Mon, Tsuneyuki Tatsuke, Li Zhu, Jian Xu, Jae Man Lee, Qingyou Xia, Takahiro Kusakabe

## Abstract

Polycomb group (PcG) proteins are evolutionarily conserved chromatin modifiers and act together in three multimeric complexes, Polycomb repressive complex 1 (PRC1), Polycomb repressive complex 2 (PRC2), and Pleiohomeotic repressive complex (PhoRC), to repress transcription of the target genes. Here, we identified Polycomb target genes in *Bombyx mori* with holocentric centromere using genome-wide expression screening based on the knockdown of *BmSCE*, *BmESC*, *BmPHO*, or *BmSCM* gene, which represent the distinct complexes. As a result, the expressions of 29 genes were up-regulated after knocking down 4 PcG genes. Particularly, there is a significant overlap between targets of BmPho (331 out of 524) and BmScm (331 out of 532), and among these, 190 genes function as regulator factors playing important roles in development. We also found that BmPho, as well as BmScm, can interact with other Polycomb components examined in this study. Further detailed analysis revealed that the C-terminus of BmPho containing zinc finger domain is involved in the interaction between BmPho and BmScm. Moreover, the zinc finger domain in BmPho contributes to its inhibitory function and ectopic overexpression of BmScm is able to promote transcriptional repression by Gal4-Pho fusions including BmScm-interacting domain. Loss of BmPho expression causes relocalization of BmScm into the cytoplasm. Collectively, we provide evidence of a functional link between BmPho and BmScm, and propose two Polycomb-related repression mechanisms requiring only BmPho associated with BmScm or a whole set of PcG complexes.

## Introduction

Polycomb group (PcG) proteins have been well characterized as chromatin modifiers that contribute to epigenetic regulation [1]. Over past decades, the studies, from the initial identification as silencer on *Drosophila Hox* gene expression to the latest regulation on various developmental processes in vertebrates, have greatly improved our understanding on the regulatory mechanism mediated by PcG complexes and also advanced the development of epigenetics [2], [3], [4], [5], [6].

A remarkable property of PcG system is that it consists of multimeric complexes and each complex also contains a variety of components. To date, at least 15 PcG genes have been identified in *Drosophila* [7] and even much more PcG genes exist in mammalians [1]. These proteins form at least three distinct key complexes, including Polycomb repressive complex 1 (PRC1), Polycomb repressive complex 2 (PRC2), and Pleiohomeotic repressive complex (PhoRC) [8], [9], [10]. It is generally considered that PcG system involved gene regulation requires PhoRC recognition of the Polycomb responsive elements (PRE) and recruits PRC2 subsequently to induce a tri-methylation of histone H3 on lysine 27 (H3K27me3), which is also regarded as an epigenetic mark for further binding of PRC1 through the CHROMO domain of Pc protein [11], [12]. However, several studies, to some extent, have argued this hierarchical recruitment mechanism and suggested a more complicated and multidimensional model, which may provide the additional information worth exploring [1], [6], [13].

Some common approaches have been used to investigate the PcG roles, such as microarray screening upon deletions of PcG genes for genome-wide identification of PcG targets [12], [14], [15], chromatin immunoprecipitation combining sequence (ChIP-Seq) or microarray (ChIP-chip) for genome-wide mapping of PcG binding sites [14], [16], and protein-protein interaction analysis for characterizing the relationship of PcG proteins [11]. In human cells, global expression screening has identified some co-targets regulated by PRC1 and PRC2, and revealed the critical roles of PcG complexes in cell fate transition and differentiation [14]. However, PRC1 and PRC2 can also play the contrary functions in mouse hematopoietic stem cells [17]. Together, these results indicated a diverse and dynamic regulation of PcG system during development of various species.

PhoRC complex, consisting of Pho (YY1 in mammalians) and Sfmbt, is essential for PcG repression. This is because Pho possesses the unique sequence-specific DNA-binding activity among various Polycomb proteins [18]. ChIP-chip assays in *Drosophila* larvae revealed that over 50% of targeted regions were co-occupied by both Pho and Sfmbt proteins [19]. Therefore, Sfmbt is an important partner of Pho in recruiting PRC2 and PRC1 complexes to the target gene. Sfmbt protein contains several functional domains including four MBT repeats and one SAM, which can interact with other Polycomb proteins such as Pho and Scm [20]. Scm protein had strikingly similar domain architecture with Sfmbt and was considered as a PRC1 component [8]. However, the recent survey in *Drosophila* has also shown that Scm associates independently with a PRE of other PcG complexes [21].

We previously identified 13 PcG conserved genes in the silkworm, *Bombyx mori*, which is one species with holocentric chromosomes [22]. To characterize the potential targets regulated by PcG proteins, we analyzed the genome-wide expression changes after knocking down of four PcG genes representing distinct complexes in the silkworm BmN4-SID1 cells. Our results showed a very great overlap between BmPho and BmScm targets, of which 63% and 62% were co-occupied, respectively. We further used bimolecular fluorescence complementation (BiFC) and co-immunoprecipitation (Co-IP) assays to investigate the functional relevance between BmPho and BmScm, as well as their interactions with other PcG components. Our data also showed that the zinc finger domain in BmPho directly interacts with BmScm and contributes to their transcriptional repression. Furthermore, we presented the data that BmPho and BmScm are able to regulate a subset of Polycomb targets independently of other PcG components. Thus we speculated a novel probable mechanism mediated by Polycomb proteins in *Bombyx*.

## Results

### *Bombyx* PcG proteins were localized to the cell nucleus and capable of transcriptional repression

Our previous analysis has shown that PcG family proteins were also conserved in *Bombyx* as well as other insects including *Drosophila* [22]. Although the evolutionary conservation of a protein sequence may imply the functional similarity, it is worthwhile to explore the functions of Polycomb proteins in *Bombyx* because of its unique holocentric chromosome structure. So, we cloned 6 of 13 full-length cDNAs for BmPc, BmPh, BmSce, BmEsc, BmPho, and BmScm, and then tried to check their subcellular localizations and transcriptional repression activities.

We first determined the subcellular localization of PcG proteins in silkworm cells. Transient expression of PcG proteins fused to the C-terminus of Venus fluorescence protein was performed. All of the silkworm PcG proteins tested were localized in cell nuclei as multiple spots (Figure S1), consistent with the localization of PcG proteins in other species [23], [24].

Given the crucial roles of the PcG complexes repressing the expression of the target genes [25], [26], we then examined whether the silkworm PcG proteins also function as repressors. The excellent Gal4-UAS system was constructed and used to detect their transcriptional activities (Figure 1A). We introduced Gal4-DBD fused PcG protein expression plasmids and a luciferase reporter plasmid in BmN4 cells as described in Materials and Methods. Compared with the control Gal4-DBD, the luciferase activity was significantly decreased by recruiting of various Gal4-Polycomb proteins (Figure 1B). The result also showed that the transcriptional repression capability was much higher in BmPc, BmPho, and BmScm than others.

**Figure 1:**
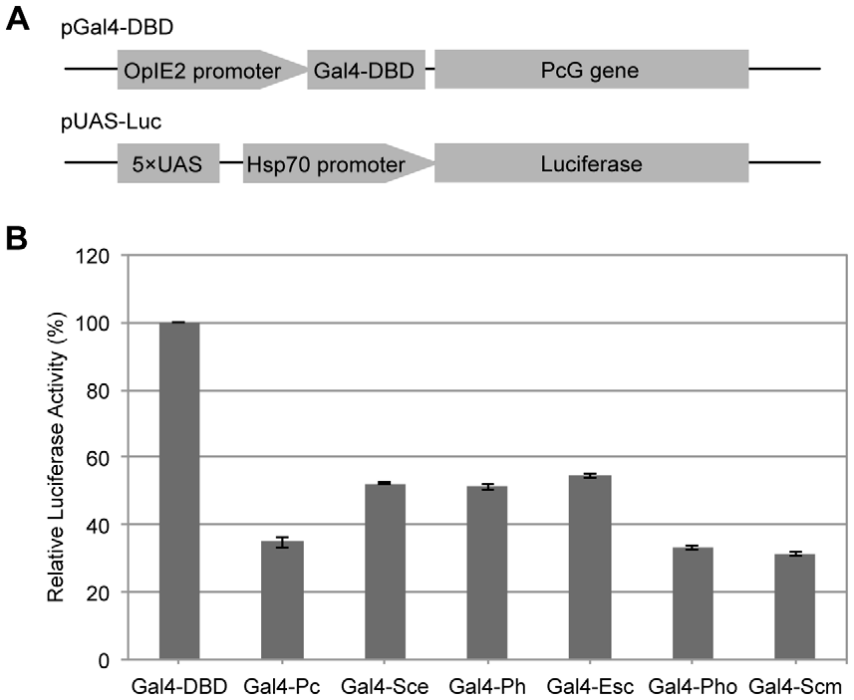
*Bombyx* PcG proteins repressed expression of the report luciferase gene. (A) Schematic of the Gal4-UAS system. The tested proteins were fused into the C-terminus of Gal4-DBD, and the luciferase gene was controlled under the silkworm HSP70 promoter with Gal4 DNA binding sites upstream. (B) Gal4-DBD fused PcG protein and luciferase report construct were co-transfected into the cells. Luciferase activity were measured after 72 h and normalized to the levels of β-galactosidase expression. The effects of PcG proteins on luciferase expression were compared with the Gal-DBD alone that averaged at 100%. Data was shown as mean ± SD of three independent experiments.

### Knockdown of PcG genes altered the expression of different set of genes

It is known that PcG proteins regulate the expression of *Hox* genes and many other genes during development. To understand the regulatory mechanisms of PcG proteins in *Bombyx*, we sought to identify the up-regulated gene sets by knocking down of four PcG genes via dsRNA-mediated RNAi. Herein, we adopted the silkworm BmN4-SID1 cell line with an advantage of high efficiency of soaking the extracellular dsRNA [27].

The specific dsRNAs for *BmSCE*, *BmESC*, *BmPHO*, *BmSCM* and control gene *EGFP* were introduced independently into BmN4-SID1 cells, and knockdown efficiency for each gene was assessed by RT-PCR experiments. The results showed that the expressions of four PcG genes were obviously attenuated after corresponding dsRNA treatment (Figure 2A). 

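A match to extra sex combs (sw12637), the WD40 subunit of the PRC2 methyltransferase, had a log2 ratio against EGFP RNAi of -2.61 in BmESC RNAi. In the other knockdowns the same probe stayed within 2-fold, at 0.13 in BmSCE, -0.33 in BmPHO and -0.68 in BmSCM RNAi. The probe matched to sex comb on midleg (sw13820) was too dim to be read on all 4 arrays, and no probe carries the name of BmPHO or BmSCE, so the array can follow the loss of BmESC alone, and through that match. GAPDH (sw03207), the glycolytic enzyme commonly used as a reference in RT-PCR, gave 0.77, -0.12, 0.12 and 0.22 in BmSCE, BmESC, BmPHO and BmSCM RNAi. Among the other Polycomb group probes, polyhomeotic-like (sw17606), a PRC1 component, rose in BmPHO (1.24) and BmSCM RNAi (1.01) and gave 0.36 and 0.28 in BmSCE and BmESC RNAi. A match to polyhomeotic 3 (sw02381) gave 0.45, 0.66, 0.16 and -0.02 in the same order, a match to enhancer of polycomb (sw07595) 0.34, 0.76, 0.75 and 0.44, and a match to polycomblike 2 (sw16438) -0.04, -0.23, -0.34 and 0.80. A match to Suz12 (sw18047), another PRC2 subunit, was measured in BmESC RNAi, at -0.15, and was too dim on the other arrays. The median of the whole Polycomb list was 0.23, -0.02, 0.16 and 0.44, at the 92.6, 38.5, 67.2 and 82.9 percentile of random lists of like brightness. Each value comes from 1 array of RNA pooled from 3 experiments, with the knockdown in Cy5 and EGFP RNAi in Cy3 and no dye swap, so it has no replicate check.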

Then we used the total RNAs extracted from the same cells in RT-PCR experiments to perform a gene expression analysis using the silkworm microarray. Compared with the control of *EGFP* RNAi, we observed that the expressions of a large number of genes were changed in each PcG gene RNAi cells (Figure 2B), and defined the gene with an expression change of >2.0-fold as up-regulated gene.

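On the deposited intensities, 190 of 7833 measured probes rose more than 2-fold in BmSCE RNAi, 440 of 9869 in BmESC RNAi, 879 of 7434 in BmPHO RNAi and 786 of 8310 in BmSCM RNAi. Those fallen by the same factor were 86, 321, 581 and 523. The paper sought the genes that rise with each knockdown. Among the named rises of BmSCE RNAi, a match to beta-ureidopropionase (sw08667), an enzyme of pyrimidine breakdown, gave 3.30, CG14515 (sw15495) 3.13 and a match to a choline transporter-like protein (sw10856) 1.87. In BmESC RNAi, a match to a BEL12 transposon polyprotein (sw19647) rose by 3.05, a beta-glucosidase match (sw04028) by 2.62 and a phosphate cotransporter match (sw13967) by 2.32. A probe matched to a Ty1-copia retrotransposon protein (sw22765) was the highest named probe in both BmPHO (4.40) and BmSCM RNAi (4.05), and gave -0.19 in BmSCE and 1.27 in BmESC RNAi. A GTP binding protein (sw21987) was among the 10 highest named probes on each array, at 1.91, 2.75, 3.07 and 3.19 in BmSCE, BmESC, BmPHO and BmSCM RNAi. When unchanged groups were simulated against 1 shared reference, 101 probes per array (80 to 128 over 100 draws) passed 2-fold upward. That simulation covered only the 6491 probes measured on all arrays, so 101 cannot be set directly against the counts above, which cover more probes. Its spread was that of BmSCE minus BmESC, which also holds any true difference between these knockdowns. The 101 is therefore no estimate of the false calls on an array. In a separate simulation of spots at the brightness of the BmSCE array, 353 of 9068 unchanged probes passed 2-fold in either direction, more than the 190 risen and 86 fallen there in sum. The noise of those spots was set by hand and not estimated from the array, so their number does not measure how many calls there are false. With both channels required to stand above background, here taken as at least 400 in each, 110, 264, 449 and 405 probes rose and 54, 253, 387 and 389 fell. With each log ratio taken relative to the other arrays, 102, 178, 123 and 123 rose and 140, 151, 142 and 75 fell, and with the loess curve from bright spots, chosen after seeing the data, 665 rose and 655 fell in BmPHO RNAi.

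Histone H2B (sw18054), a core nucleosome protein, rose in BmSCE (1.79), BmESC (2.44) and BmSCM RNAi (1.71) and gave 0.24 in BmPHO RNAi, and too few histone probes were measured for a list median except in BmESC RNAi (0.02, 52.8 percentile). Ribosomal protein probes moved little as single genes, with 2 of 132, 0 of 136, 4 of 133 and 3 of 133 rising. Their medians were 0.24, 0.07, 0.15 and 0.24 in BmSCE, BmESC, BmPHO and BmSCM RNAi. The BmSCE median lay above all 10000 random lists, and the others at the 91.8, 89.7 and 91.5 percentile. The BmSCE and BmSCM medians are alike, but the middle 95% of random lists ran from -0.04 to 0.12 in BmSCE and from 0.01 to 0.27 in BmSCM RNAi. The amino acid response and tRNA synthetase list had medians of 0.06, 0.15, -0.05 and -0.27, inside the middle 95% of random lists on every array, with asparagine synthetase (sw11016) at 0.86, 2.02, 1.48 and 1.49. Immune peptides had medians of 0.33 in BmSCE and 0.54 in BmESC RNAi (99.2 and 99.7 percentile) and of -0.20 and 0.17 in BmPHO and BmSCM RNAi, the first pair at 0.14 and 0.31 and inside the middle 95% of random lists when both channels were above background, with gloverin-like protein 2 (sw12523), an antibacterial peptide, at 1.46 in BmESC RNAi. Examples from the lists were picked after their values were seen.

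The lists of tissue genes were mostly dim, and chorion proteins among them are made in the ovary, from which the line comes. Medians for cuticle proteins were -0.05, -0.02, 0.03 and 0.38, for chorion proteins -0.03, 0.32, 0.59 and 0.52, for fat body proteins 0.19, 0.06, 0.32 and 0.33, for silk gland proteins 0.14, 0.27, 0.13 and -0.48, and for haemocyte proteins 0.24, 0.29, 0.22 and 0.19, all inside the middle 95% of random lists. Sex-specific storage-protein 2 (sw06703), a fat body protein, rose on all 4 arrays, at 1.21, 2.11, 1.73 and 2.02. Muscle proteins had medians of 0.02, -0.15, -0.25 and -0.02, with the BmESC value at the 0.16 percentile, and digestive proteases 0.11, 0.14, 0.35 and 0.60, with the BmSCM value at the 98.6 percentile, or at 0.43 and inside the middle 95% with both channels above background. Over 21 lists, 23 of 81 pairs of list and array lay outside the middle 95%, where independent draws of single probes would place 4.05. That number does not allow for list members that move together or for the reference shared by the arrays, so it is no test of the 23. Relative to the other arrays, a setting chosen after seeing the data, the immune peptides in BmSCE (0.37) and BmESC RNAi (0.05), muscle proteins in BmESC RNAi (-0.06) and digestive proteases in BmSCM RNAi (0.10) came inside it.

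**Figure D1:**
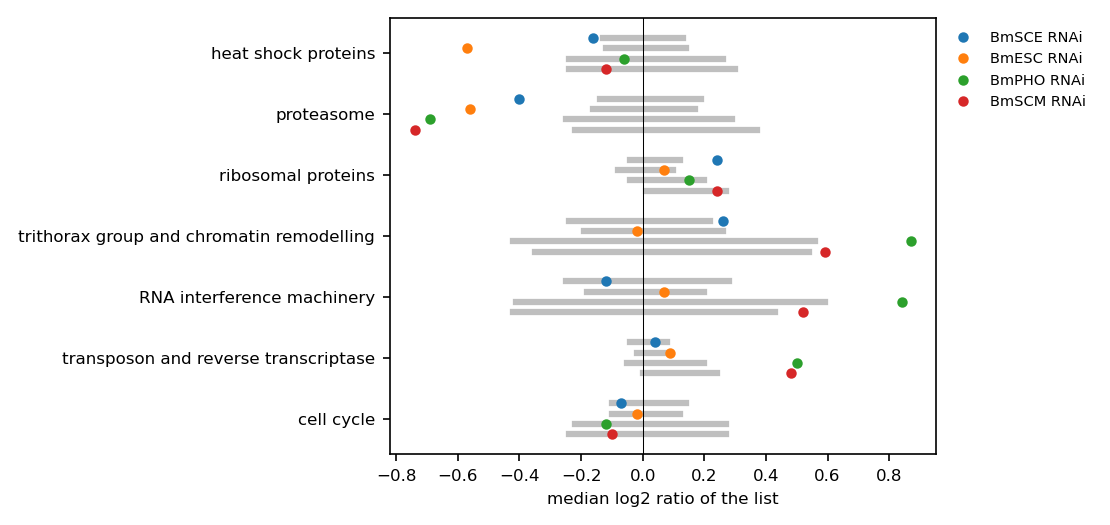
Median log2 ratio (knockdown over EGFP RNAi) of 7 of the gene lists on each array. Grey bars hold the middle 95% of 10000 random lists of the same size and brightness on that array, and there is 1 array per knockdown. The 7 lists were picked for drawing after their values were seen.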

**Figure 2:**
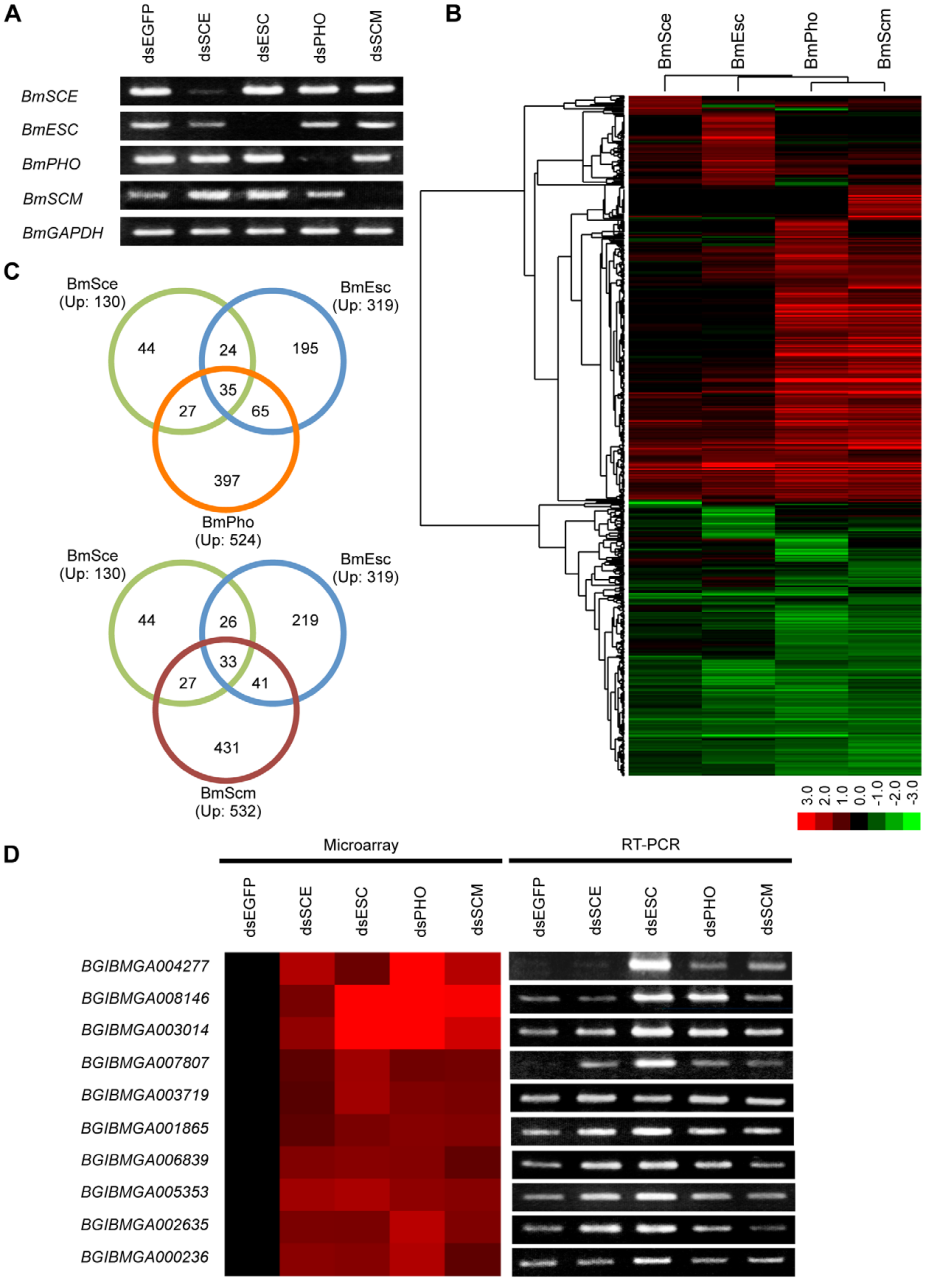
Knockdown of PcG genes in the silkworm cells resulted in altered gene expression. (A) RT-PCR analysis of the knockdown efficiency was performed from BmN4-SID1 cells 7 days after incubating with dsRNAs specific for *BmSCE*, *BmESC*, *BmPHO*, *BmSCM*, or *EGFP* (control), and the *BmGAPDH* was used as loading control for normalization. (B) Treeview diagram depicted the genes that were significantly deregulated upon PcG knockdowns. Red represented up-regulated genes, and green represented down-regulated genes in the PcG RNAi samples in comparison with the *EGFP* RNAi sample. (C) Venn diagram displayed the overlaps in genes increased >2.0-fold among BmSce, BmEsc, and BmPho (upper panel), or BmSce, BmEsc, and BmScm (lower panel). (D) Validation of gene expression changes for a selection of genes from overlap set was determined by RT-PCR. Left: expression changes from microarray data. Right: results of RT-PCR.

To identify their co-targets, we performed a Venn diagram analysis. As reported in the previous studies, Sce belongs to PRC1 complex, Esc is a PRC2 component, and Pho represents PhoRC. However, Scm has remained in confusion; the recent report showed that it could form a new complex and also recruit independently PRC1 and PRC2 complexes of Pho [21]. Thus, we first compared up-regulated gene datasets from the *BmSCE*, *BmESC*, and *BmPHO* - RNAi cells, and found that 35 genes were present and may be their common targets (Figure 2C and Table S1). Furthermore, among the datasets for *BmSCE*, *BmESC*, and *BmSCM* -RNAi cells, 33 genes were similarly up-regulated (Figure 2C and Table S2). 

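Among the 6491 probes measured on all 4 arrays, 62 rose in BmSCE, BmESC and BmPHO RNAi together. Phosphoenolpyruvate carboxykinase (sw19873), the enzyme that commits carbon to gluconeogenesis, gave 1.95, 1.33 and 3.24 in these knockdowns, the cuticle protein CPH38 (sw01786) 1.95, 1.79 and 2.61, and an RNA exonuclease 1-like protein (sw17602) 1.84, 1.81 and 2.63. Forkhead box protein O (sw09818), the transcription factor restrained by insulin signalling, gave 1.35, 1.55 and 1.33. An aspartyl-tRNA synthetase (sw20349) rose in the same knockdowns (1.63, 1.52 and 1.24) and gave 0.50 in BmSCM RNAi, a gene named after its values were seen. The paper proposes genes shared by the 3 lists as common targets of BmSce, BmEsc and BmPho. All 3 arrays carry the same EGFP RNAi reference, and 3 unchanged groups simulated on 1 reference shared a median of 5 and at most 13 probes, where independent lists of these sizes would share 0.584. Part of the excess may come from the shared controls, and with both channels above background the count was 35. Of the 35 probes in Table S1, 27 rose here on all 3 arrays, which is not independent evidence since that table was drawn from the same arrays.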

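With BmSCM in place of BmPHO, 52 probes rose in all 3 knockdowns, and 49 of them rose in BmPHO RNAi as well. CG10200 (sw13074) gave the highest value of these 49 in BmSCM RNAi (3.60), with 3.47 in BmSCE and 2.40 in BmESC RNAi, and cytochrome b5 (sw09668), an electron carrier of the endoplasmic reticulum, gave 1.68, 4.48 and 2.67 in BmSCE, BmESC and BmSCM RNAi. An endonuclease-reverse transcriptase (sw19556) gave 1.18, 2.25 and 2.24, and a match to the RNA helicase DDX31 (sw13274) 1.04, 2.41 and 1.17. Simulated unchanged groups shared a median of 5 and at most 15 probes among 3 arrays and a median of 2 and at most 7 among 4, while independent lists would share 0.501 and 0.0452. The simulated lists, with a median of 101 risen probes per array, were again shorter than those of the knockdowns. Their overlaps are no estimate of what the reference gave. Part of the excess may come from the shared controls. When both channels had to stand above background the counts were 31 and 28, and 24 of the 33 probes of Table S2, which were selected on these arrays, rose here in the 3 knockdowns.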

Although only the small number of genes was co-regulated, targets of BmPho and BmScm appeared to have a significant overlap, about 63% and 62% of total up-regulated for each gene (Figure 3A and Table S3, and further analysis shown in the next section).

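BmPHO and BmSCM RNAi shared 546 risen probes of the 7054 measured on both arrays, 62.1% of the BmPHO list and 69.5% of the BmSCM list, or 65.9% and 80.1% of the risen probes measured on both, and no probe rose in one and fell in the other. The shared probes include 2 for Dicer-2, the nuclease that cuts long double-stranded RNA: sw09480 gave 0.74, 1.54, 2.88 and 2.20 in BmSCE, BmESC, BmPHO and BmSCM RNAi and a match (sw09354) 0.57, 0.87, 2.81 and 2.83. As a group the RNA interference machinery had medians of -0.12, 0.07, 0.84 and 0.52, at the 14.4, 77.5, 99.8 and 99.0 percentile, the last at 0.45, 0.23 and 0.39 and inside the middle 95% of random lists with median centring, print blocks and the values of the authors, with 4 of 15 probes risen and 1 fallen (aubergine, sw10899, -1.07) in BmPHO and 2 of 15 risen in BmSCM RNAi. Of the same list, 0 of 10 probes rose in BmSCE and 2 of 16 in BmESC RNAi, and none fell there. Argonaute 2 (sw20403) gave 0.88 in BmPHO and -0.10 in BmSCM RNAi, and a match to dicer-1 (sw19014), which makes microRNAs, 0.69 and 0.52. Probes annotated as transposons or reverse transcriptases rose in 8 of 182, 24 of 236, 55 of 196 and 50 of 218 cases and fell in 2, 10, 11 and 9, with medians of 0.04, 0.09, 0.50 and 0.48, the last 2 above all random lists and the BmESC value at the 99.3 percentile, though inside the middle 95% (0.01 to 0.07) with median centring, print blocks, the values of the authors or both channels above background, and at -0.10, below it, relative to the other arrays, a setting chosen after seeing the data. A non-LTR retrotransposon probe (sw08019) gave 0.70, 0.79, 2.80 and 3.26. An AAA ATPase (sw12041) rose in BmPHO (3.40) and BmSCM RNAi (2.69) and gave -0.12 and 0.53 in BmSCE and BmESC RNAi.

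Across probes measured on all 4 arrays, BmPHO and BmSCM log ratios correlated at 0.859 (95% interval 0.851 to 0.866) and the other pairs at 0.560 to 0.632, with intervals from 0.537 to 0.654, where simulated unchanged groups on a shared reference gave a median of 0.498 and at most 0.529. Their covariance was 0.497 and those of the other pairs 0.167 to 0.270, against a median of 0.107 and at most 0.115 in the simulation. The simulation gives each group and the reference the same spread, which by itself sets its correlation near 0.498. That spread was taken from BmSCE minus BmESC, while BmPHO and BmSCM log ratios were wider (SD 0.828 and 0.760 against 0.449 and 0.548 in BmSCE and BmESC RNAi). The simulated values are therefore not estimates of what the EGFP reference gave on these arrays. Independent lists would share 80.1 probes, and on the probes measured on all arrays 378 were shared where the simulation gave at most 25. Part of the excess may come from the shared controls. The yeast spike-in controls, added RNA with no silkworm sequence, were higher by a median of 2.60 on the log2 scale on the BmPHO and BmSCM arrays than on the other arrays, so these arrays also stand apart in a measure that is not of the cells. With both channels above background, 276 probes were shared.

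**Figure D2:**
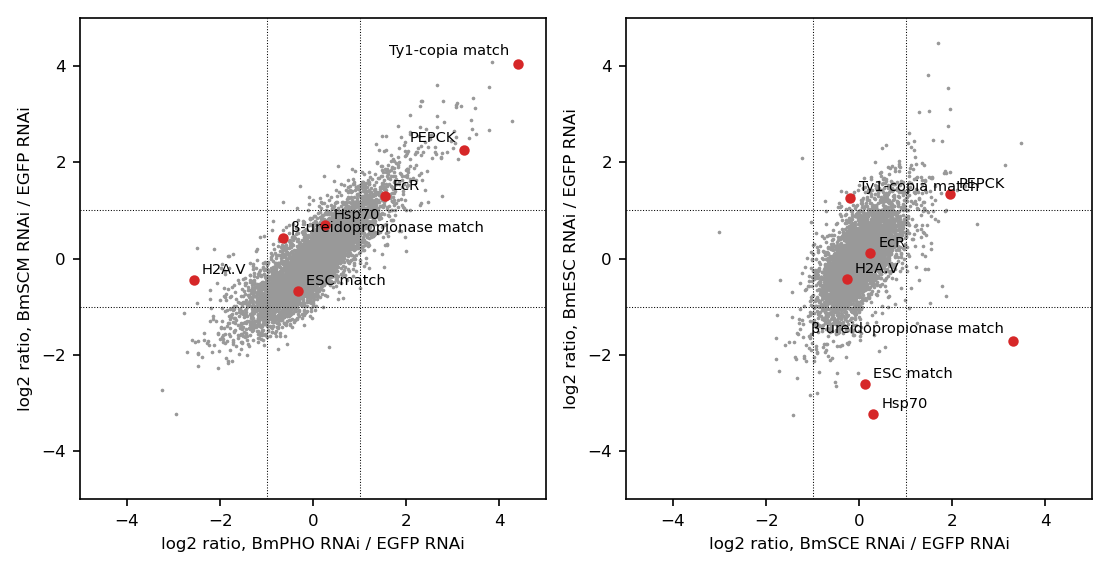
Log2 ratios of the 6491 probes measured on all 4 arrays, BmPHO against BmSCM RNAi (left) and BmSCE against BmESC RNAi (right), each over EGFP RNAi on 1 array. Dotted lines mark 2-fold. Red points are probes named in the text, and their choice for the drawing was made after their values were seen.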

**Figure 3:**
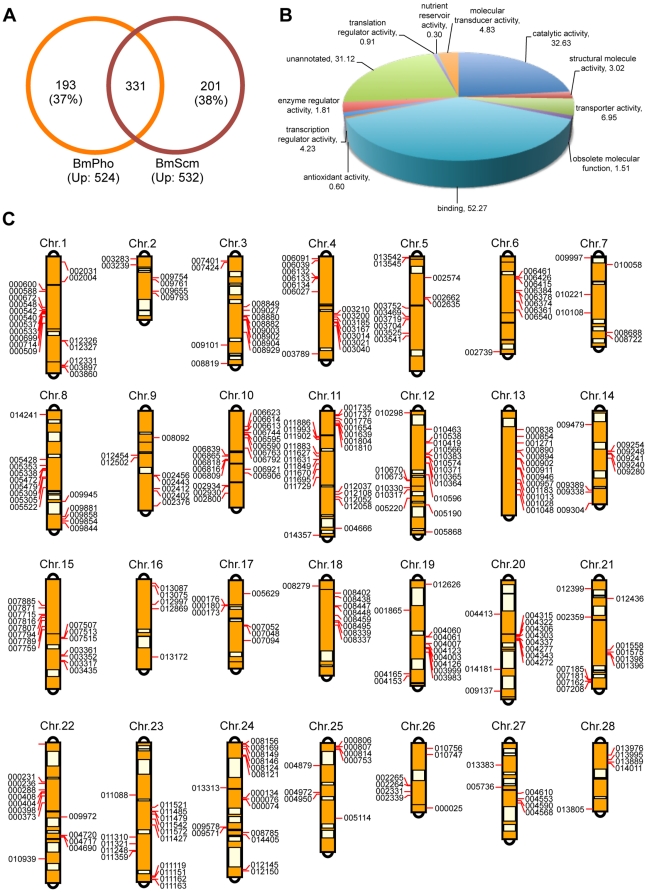
Targets of BmPho and BmScm were widely located on the silkworm genome. (A) Venn diagram showed the overlaps between BmPho and BmScm. (B) GO analysis of co-regulated genes. (C) Co-targets were widely distributed on all 28 chromosomes and most of which exhibited clustering patterns. The annotated gene name in the silkworm genome, such as BGIBMGA004277, the “BGIBMGA” was omitted in the mapping and termed as “004277”.

To validate the data from the microarray, we selected 10 co-regulated genes in the four knockdown sets (29 common targets) to perform RT-PCR analysis. 

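On the arrays, each of the 10 genes picked for RT-PCR passed 2-fold in all 4 knockdowns. Insulin-related peptide binding protein (sw06810), a secreted binder of insulin-like hormones, gave 1.49, 3.81, 4.28 and 2.86 in BmSCE, BmESC, BmPHO and BmSCM RNAi. The nuclear receptor E75 (sw11067), an early gene of the ecdysone response, gave 1.50, 1.70, 1.58 and 1.07, and rhomboid-7 (sw14054), a mitochondrial membrane protease, 1.11, 1.94, 1.48 and 1.26. Genes of metabolism among the 10 include UDP-glucose 4-epimerase (sw12918), which interconverts UDP-galactose and UDP-glucose, at 1.22, 1.44, 1.63 and 1.55, a sugar transporter (sw00332) at 1.52, 1.40, 1.90 and 1.62, and acyl-CoA dehydrogenase (sw18275), which opens fatty acid oxidation, at 1.55, 1.67, 2.29 and 1.11. The exonuclease GOR probe (sw06274) gave 1.56, 1.68, 1.79 and 1.65. These genes were chosen by the study from the same arrays, so their agreement in direction is no separate evidence. Ecdysone response and nuclear receptor probes as a list had medians of 0.24, 0.15, 0.71 and 0.65, at the 93.8, 92.8, 99.1 and 99.9 percentile (BmPHO at 0.59 and inside the middle 95% with both channels above background, BmPHO and BmSCM at 0.15 and 0.06 and inside it relative to the other arrays, a setting chosen after seeing the data), with 3 of 15, 2 of 28, 3 of 13 and 4 of 16 risen and 2 fallen in each of BmPHO and BmSCM RNAi. The orphan receptor BmFTZ-F1 (sw14325) gave 0.34, 0.94, 0.90 and 1.13, and ecdysone 20-hydroxylase (sw16581), which makes the active hormone, -0.25, -0.63, -1.53 and -1.57, both picked after their values were seen.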

As shown in Figure 2D, the expressions of all tested genes were elevated in the PcG knockdowns compared with the control of *EGFP* RNAi. Significantly, deletion of *BmESC* induced a higher expression changes than other deletions, since BmEsc protein also contributed to the tri-methylation of H3K27 as revealed in Figure S2 and our previous research [22]. These may suggest that the loss of H3K27me3 by deletion of *BmESC* would greatly release the repression of the target gene expression, and meanwhile the other components were also required for this repression. 

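Over the 10 genes the highest array value was in BmESC RNAi for 3, cytochrome b5, rhomboid-7 and E75, in BmPHO RNAi for 6 and in BmSCM RNAi for 1, CG10200. The medians of the 10 were 1.53 in BmSCE, 1.69 in BmESC, 2.10 in BmPHO and 1.64 in BmSCM RNAi, and BmESC exceeded BmSCE in 7. For phosphoenolpyruvate carboxykinase, the sugar transporter and CG10200 the BmESC value was below the BmSCE value. Over all 49 probes risen in every knockdown, the highest value fell in BmSCE RNAi for 2, BmESC for 10, BmPHO for 28 and BmSCM for 9. The paper ties the response to BmESC loss to the role of BmEsc in H3K27 tri-methylation, citing its Western blot (Figure S2) and earlier work. The mark is not measured on the arrays. Its statement on BmESC refers to Figure 2D, which holds array values and RT-PCR, and the ranks here are of array values alone. Each rank compares single arrays, so it has no replicate check. BmPHO log ratios were the widest, with an SD of 0.828 against 0.449, 0.548 and 0.760 in BmSCE, BmESC and BmSCM RNAi. The ranks were not adjusted for this, so they may reflect the spread of an array as well as the genes.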

Undoubtedly, the RT-PCR results further confirmed the reliability of the expression array data.

### Targets of BmPho and BmScm were widely located on the silkworm genome

A large number of common genes were up-regulated after *BmPHO* or *BmSCM* RNAi (Figure 3A, and Table S3), suggesting that BmPho and BmScm may be cooperatively required for other PcG proteins targeting and/or direct targets regulation in silkworm cells. To gain insights into the potential roles of PcG proteins in silkworm cells, we determined the gene ontology (GO) annotations for overlapped genes from *BmPHO* or *BmSCM* RNAi. It revealed that genes extremely enriched possessed binding activity, catalytic activity, or transcription regulator activity (Figure 3B), indicating that PcG targets may play important roles in a variety of developmental processes.

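Of the 546 probes risen in both BmPHO and BmSCM RNAi, 129 carry a molecular function in the array annotation, and 62.8% of these are binding, 44.2% catalytic and 6.98% transcription regulator. Among the 2058 annotated probes measured on both arrays the shares are 50.5%, 45.6% and 2.92%. The 9 probes annotated as transcription regulators include 1 named for another function, small GTP-binding protein Rab10 (sw05897), chosen for mention after its values were seen, and the ecdysone receptor (sw18055), which gave 0.24, 0.12, 1.53 and 1.30 in BmSCE, BmESC, BmPHO and BmSCM RNAi, activating transcription factor (sw09664) at 0.53, 0.58, 1.09 and 1.15, and cAMP responsive element binding protein (sw14332) at 0.43, 0.54, 1.12 and 1.32. Nuclear factor of activated T-cells 5 (sw18459), known in mammals for the response to osmotic stress, gave 0.82, 0.70, 1.37 and 1.98, and a match to the homeodomain protein Lbe (sw12515) -0.07, -0.14, 1.07 and 1.12. No transcription regulator was among the 289 probes fallen in both, of which 101 carry a function. The paper proposes from the classes that Polycomb targets serve many developmental processes, and 6 of the 9, Rab10 among them, are in Table S3, which was drawn from these arrays.

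Trithorax group and chromatin remodelling genes, the classical counterparts of Polycomb, had medians of 0.26, -0.02, 0.87 and 0.59, at the 98.8, 34.1, 99.9 and 98.7 percentile, and with both channels above background the BmSCE median, still 0.26, lay inside the middle 95% of random lists. Relative to the other arrays, a setting chosen after seeing the data, the BmSCE and BmPHO medians (-0.10 and 0.10) came inside it, the BmSCM median (0.38) stayed above it and the BmESC median (-0.45) went below it. Of the measured probes, 1 of 12, 0 of 13, 6 of 13 and 7 of 16 rose and none fell, and 5 of the list are in the tables of the paper. Trithorax (sw14974), a histone H3K4 methyltransferase, gave 0.69, 0.11, 1.52 and 1.31, the H3K4 demethylase JARID1A (sw12042) 1.36, 0.10, 1.36 and 2.37, and a match to brahma (sw09835), the ATPase of the SWI/SNF remodeller, -0.08, -0.11, 0.59 and 0.51. Zinc finger proteins had medians of 0.11, 0.11, 0.08 and 0.16 (99.6, 99.9, 65.3 and 77.9 percentile), with 1 of 139, 9 of 166, 19 of 130 and 24 of 144 probes risen, 2, 3, 8 and 6 fallen and 15 in the tables of the paper, and with both channels above background the BmSCE and BmESC medians were 0.05 and 0.03, and relative to the other arrays 0.06 and 0.04, inside the middle 95% of random lists. Growth factor independent 1 (sw14475), a zinc finger repressor, gave 0.85, 1.92, 1.53 and 2.23.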

We then mapped the PcG targets onto the silkworm chromosomes based on the high quality genome map and SNP linkage map. As shown in Figure 3C, PcG targets widely distributed on all 28 chromosomes and most exhibited clustering patterns. It was worth mentioning that *Hox* genes, the well-known PcG targets in other species, were not presented in our targets analysis, except for *Abdominal-B* (*BmAbd-B* annotated as BGIBMGA006384 in the silkworm genome). 

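Table S3 places 318 of its 331 genes on a chromosome, from 5 to 23 genes on each of 28. Chromosome 11 holds the most, all 23 of them risen here in both BmPHO and BmSCM RNAi, with median log2 ratios of 1.68 and 1.63. Chromosome 14 has the highest medians, 2.24 and 1.97 over 8 genes, and chromosome 10 holds 18 genes, 17 of them risen in both, including E75 and the gene for cAMP responsive element binding protein. By the positions in the table, 75 of 331 genes (22.7%) have another listed gene within 100 kb, and 242 (73.1%) within 1000 kb. The distances are a count over the list the study chose, and no random placement of genes was run beside it.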

Based on the genomic information of silkworm *Hox* genes [28], we further checked the microarray data and found that most of the identified *Hox* genes were still up-regulated though with a slight change (lower than 2.0 folds and excluded in our analysis, data not shown). In addition, nine PcG targets could be mapped on the chromosome 6 (Figure 3C), where all silkworm *Hox* genes were also clustered [28]. Thus, we speculated that PcG proteins may be recruited to this region and also involved in the regulation of the silkworm *Hox* genes expression. However, further study needs to be done to explore this possibility.

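Abdominal-B (sw05758), the most posterior of the homeotic selector genes, rose in BmPHO (1.18) and BmSCM RNAi (1.19) and gave 0.50 in BmSCE and 0.61 in BmESC RNAi. A second probe matched to Abdominal-B (sw08418) gave 0.10, 0.07, 0.31 and 0.71 in BmSCE, BmESC, BmPHO and BmSCM RNAi. The Ultrabithorax matches, measured in BmSCE and BmESC RNAi alone, gave 0.03 and -0.06 (sw07407) and 0.07 and -0.04 (sw03201), and the abdominal-A match (sw00191) gave -0.15 in BmESC RNAi. Of 11 Hox probes, 4, 5, 2 and 2 were bright enough to be read on the 4 arrays, and those for Antennapedia (sw00278, sw19725) and the matches to proboscipedia (sw09203, sw14002) and zerknullt (sw17286) were not. The list medians were 0.09, -0.04, 0.75 and 0.95, at the 68.7, 39.8, 93.2 and 94.2 percentile of random lists, and the last 2 rest on the Abdominal-B probes alone, the first of which is in Table S3. The paper states that most Hox genes rose by less than its threshold, and on single arrays a ratio this near 0 has no replicate check.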

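Of the 9 genes that Table S3 puts on chromosome 6, 7 passed 2-fold here in both BmPHO and BmSCM RNAi. Modifier of mdg4 (sw09725), a chromatin insulator protein, gave 2.10 and 1.09 and was too dim on the other arrays, and with the loess curve from bright spots, chosen after seeing the data, it gave 0.75 in BmPHO and -0.15 in BmSCM RNAi. Adenylate cyclase (sw15828), which makes cyclic AMP, gave 0.73, 1.00, 1.42 and 1.38 in BmSCE, BmESC, BmPHO and BmSCM RNAi, and the chorion b-ZIP transcription factor (sw18575) 0.95, 1.60, 1.16 and 1.40. The protein kinase darkener of apricot (sw17421) gave 0.25, 0.71, 1.28 and 1.29, a tachykinin receptor match (sw11294) 0.18, 0.19, 1.31 and 1.18, and a RUN and FYVE domain protein (sw15797) -0.19, 0.15, 1.32 and 1.31. Nuecin (sw17805) gave 0.99 and 1.08 and steamer duck (sw10725) 0.83 and 0.83 in BmPHO and BmSCM RNAi, short of 2-fold on at least 1 array. All 9 were listed by the study from these arrays.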

### BmPho and BmScm could interact with other PcG components

We further examined the correlation between BmPho and BmScm in the PcG complexes formation and transcription repression, and investigated their interactions with other PcG proteins by bimolecular fluorescent complementation (BiFC) and co-immunoprecipitation (Co-IP) assays.

In BiFC experiments, through the reassemble of active Venus fluorescent protein between nV-PcG and cC-PcG fusion proteins, we can monitor their interaction by checking whether BmN4 cells emit green fluorescence. As shown in Figure 4, both BmPho and BmScm could interact with BmPc, BmPh, and BmSce (PRC1 components), as well as BmEsc (PRC2 component), and also each other. Moreover, BiFC results showed distinct punctate nuclear distributions of PcG interactions, which may be the so-called “PcG bodies” previously [29]. This was consistent with the subcellular localization pattern shown in Figure S1. These observations may reflect the extensive chromatic allocation of PcG targets in the silkworm genome. Additionally, we also noted that some transfected cells presented large dots or patch-like green signals, although details of this distinct pattern remained unknown.

**Figure 4:**
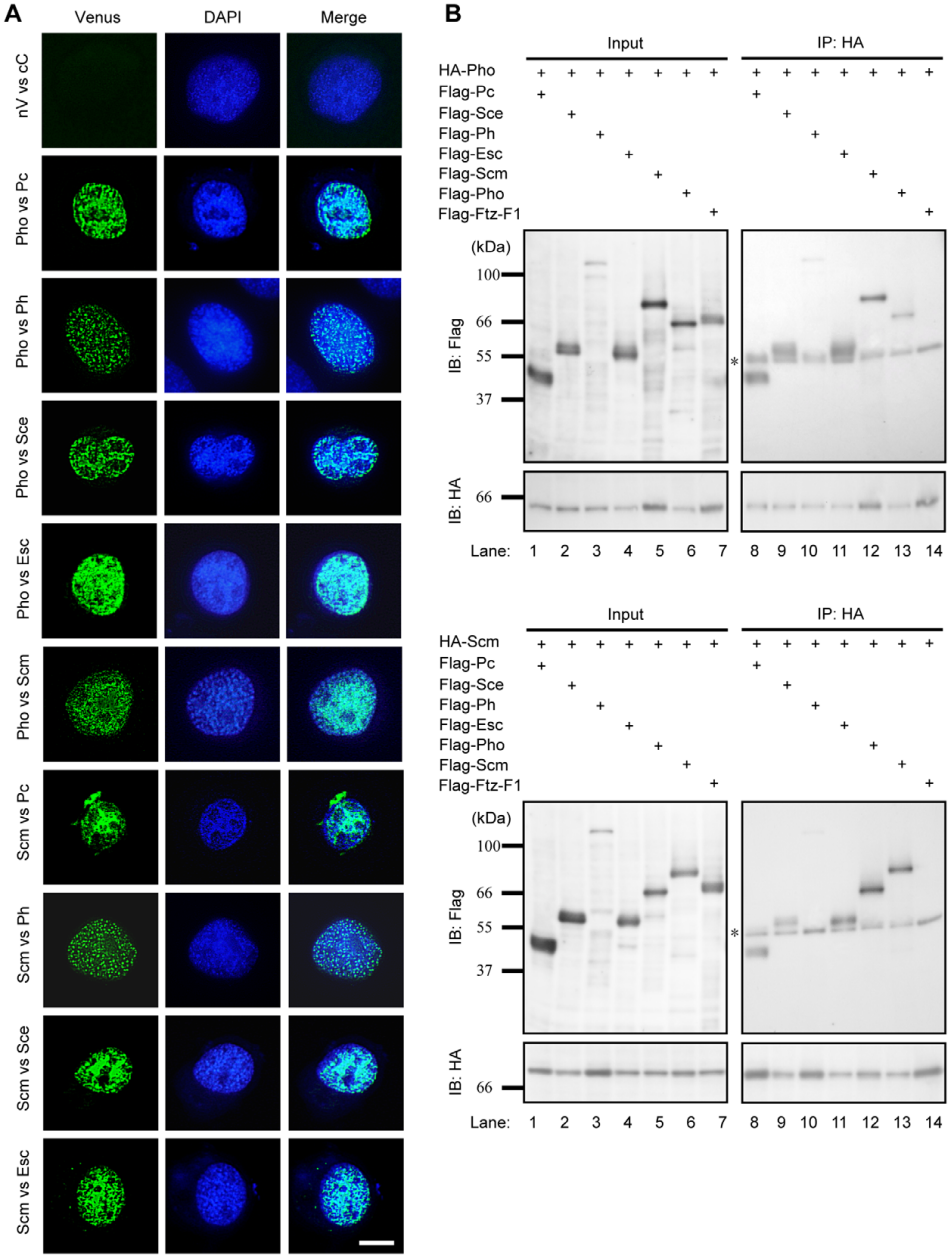
BmPho and BmScm interacted with other PcG components. (A) Interactions of different PcG proteins were visualized by BiFC analysis. BiFC complex formed through BmPho or BmScm protein with other components indicated on the left of each graph (green) and DNA stained with DAPI (blue) were imaged in silkworm cells. Scale bar: 10 µm. (B) Co-immunoprecipitation experiments further confirmed the interactions indicated in (A). As controls, Both BmPho and BmScm proteins did not interact with another silkworm nuclear hormone receptor protein BmFtz-F1 (lane 14). Asterisks represented the heavy chain of IgG.

To verify the interactions observed above, we carried out Co-IP assay. Generally, HA-tagged BmPho or BmScm protein was co-expressed with one of Flag-tagged PcG proteins in BmN4 cells, immunoprecipitated with anti-HA antibody, and visualized by western blotting using anti-Flag antibody. Flag-BmFtz-F1 encoding a nuclear hormone receptor protein was used as a control [30] (Figure 4B). As a result, BmPho and BmScm interacted with all tested PcG proteins but not with BmFtz-F1, respectively. Interestingly, like BmPho protein, BmScm protein was also able to interact with itself, this may suggest that Polycomb proteins spread on the chromatins through bridging of BmPho homodimer and/or BmScm homodimer.

### BmPho and BmScm regulated a subset of PcG target genes expression independently of other PRC1 and PRC2 complexes

The above studies suggested a functional responsibility of BmPho and BmScm for the PcG complexes formation and their regulation on target genes. However, the significant co-targeting by BmPho with BmScm rather than with other PRC1 or PRC2 component raised the possibility that these two proteins have the ability to repress gene expression independently without the other PcG complexes.

To test this possibility, we, again, selected the common genes up-regulated by *BmPHO* RNAi and *BmSCM* RNAi, but not by *BmSCE* or *BmESC* RNAi. RT-PCR analysis showed that the expression of these genes increased after depletion of *BmPHO* or *BmSCM* compared with the control (Figure 5). By contrast, the expression after knockdown of *BmSCE* or *BmESC* did not show any changes. This observation indicated that this set of genes was only derepressed in *BmPHO* and *BmSCM* RNAi but remained repressed in *BmSCE* and *BmESC* RNAi, clearly demonstrating that BmPho and BmScm can regulate a subset of PcG target genes through an unusual PcG system. This finding may also explain that the reason why there was higher inhibition activity by Gal-Pho and Gal-Scm shown in Figure 1B, and was also consistent with the result that knockdown of other Polycomb components could not ease the transcriptional repression mediated by the Gal4-Pho or Gal4-Scm (Figure S3).

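Oral cancer overexpressed protein 1 (sw16070) gave 0.26 in BmSCE, 0.57 in BmESC, 2.31 in BmPHO and 2.34 in BmSCM RNAi, and ubiquitin carboxyl-terminal hydrolase 10 (sw15458), which removes ubiquitin from proteins, 0.30, 0.65, 1.68 and 1.90. The UHRF1-like ubiquitin ligase (sw06196), related to a reader of methylated DNA, rose by at least 2.24 and 1.92 in BmPHO and BmSCM RNAi, since its EGFP RNAi signal was at the floor, and was too dim in BmSCE and BmESC RNAi to be read. BmCDC25 and cyclin J, tested by RT-PCR in Figure 5, rose past 2-fold in BmPHO and BmSCM RNAi. In BmSCE and BmESC RNAi their array values, given with the cell cycle genes, were above 0 and short of 2-fold. The paper reports no change there by RT-PCR. On the arrays, 272 probes measured in all knockdowns rose past 2-fold in BmPHO and BmSCM RNAi and not in the others, and 1 of them fell past it in BmESC RNAi. That probe, CG30069 (sw22447), gave 0.61, -1.01, 3.48 and 3.14 in BmSCE, BmESC, BmPHO and BmSCM RNAi, Xe7 (sw10829) 0.26, 0.42, 2.53 and 2.56, a zinc finger protein (sw03476) 0.48, 0.70, 2.65 and 2.96, and a match to heat shock protein cognate 71 (sw12462) 0.70, 0.36, 3.02 and 2.65. Heat shock transcription factor (sw16651), the activator of chaperone genes, gave 0.06, 0.26, 1.97 and 2.14, picked after its values were seen. The medians of the 272 were 0.33 in BmSCE and 0.41 in BmESC RNAi against 1.42 and 1.38, with 239 and 235 of them above 0 and 67 and 79 above 1.5-fold. All arrays share the EGFP RNAi reference, whose error enters every value. In 100 simulated draws of unchanged groups on 1 reference, a median of 8 probes (3 to 16) passed 2-fold on 2 arrays and not on the others. Their median on the others was 0.64 (0.30 to 0.83), with a median of 100% above 0. Medians above 0 on the other arrays follow there from a reference given the same spread as the groups. The spread of the EGFP reference was not estimated. The simulation therefore cannot tell an effect of the reference from a small rise in BmSCE and BmESC RNAi. The simulated spread was that of BmSCE minus BmESC, and BmPHO and BmSCM log ratios are wider, so 8 and 0.64 are no estimates for these arrays. From its RT-PCR the paper concludes that BmPho and BmScm can regulate some targets apart from the other complexes. The set is defined by a threshold on each array, and whether its BmSCE and BmESC values differ from 0 was not tested with 1 array each.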

**Figure 5:**
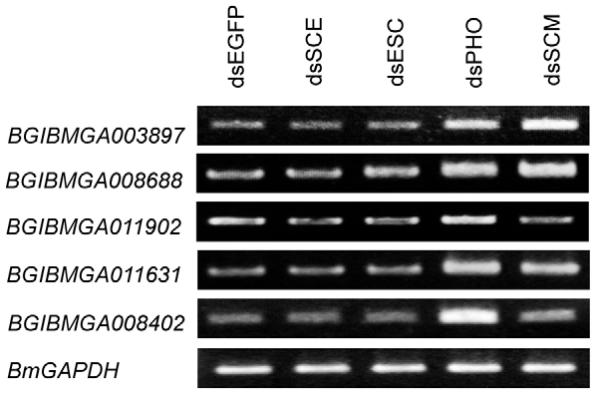
BmPho and BmScm regulated a subset of PcG target genes independently of other PcG components. RT-PCR was used to analyze the up-regulations in knockdowns by *BmPHO* and *BmSCM*, but not by *BmSCE* or *BmESC*, using the same templates from the microarray experiments, and the selections of genes were from the microarray data.

### C-terminus of BmPho containing zinc finger domain was involved in the interaction between BmPho and BmScm

The previous studies have shown that a distinct region containing a REPO domain (conserved between Pho and mammalian ortholog YY1) of *Drosophila* Pho can efficiently interact with both Pc and Ph leading to the recruit of PRC1 complex [26]. In order to uncover the interactional mechanism between Pho and Scm in *Bombyx*, a set of deletion mutants of BmPho was constructed (Figure 6A), and was used to analyze whether REPO domain of BmPho also participates in the interaction with BmScm or how the interaction occurs between BmPho and BmScm.

**Figure 6:**
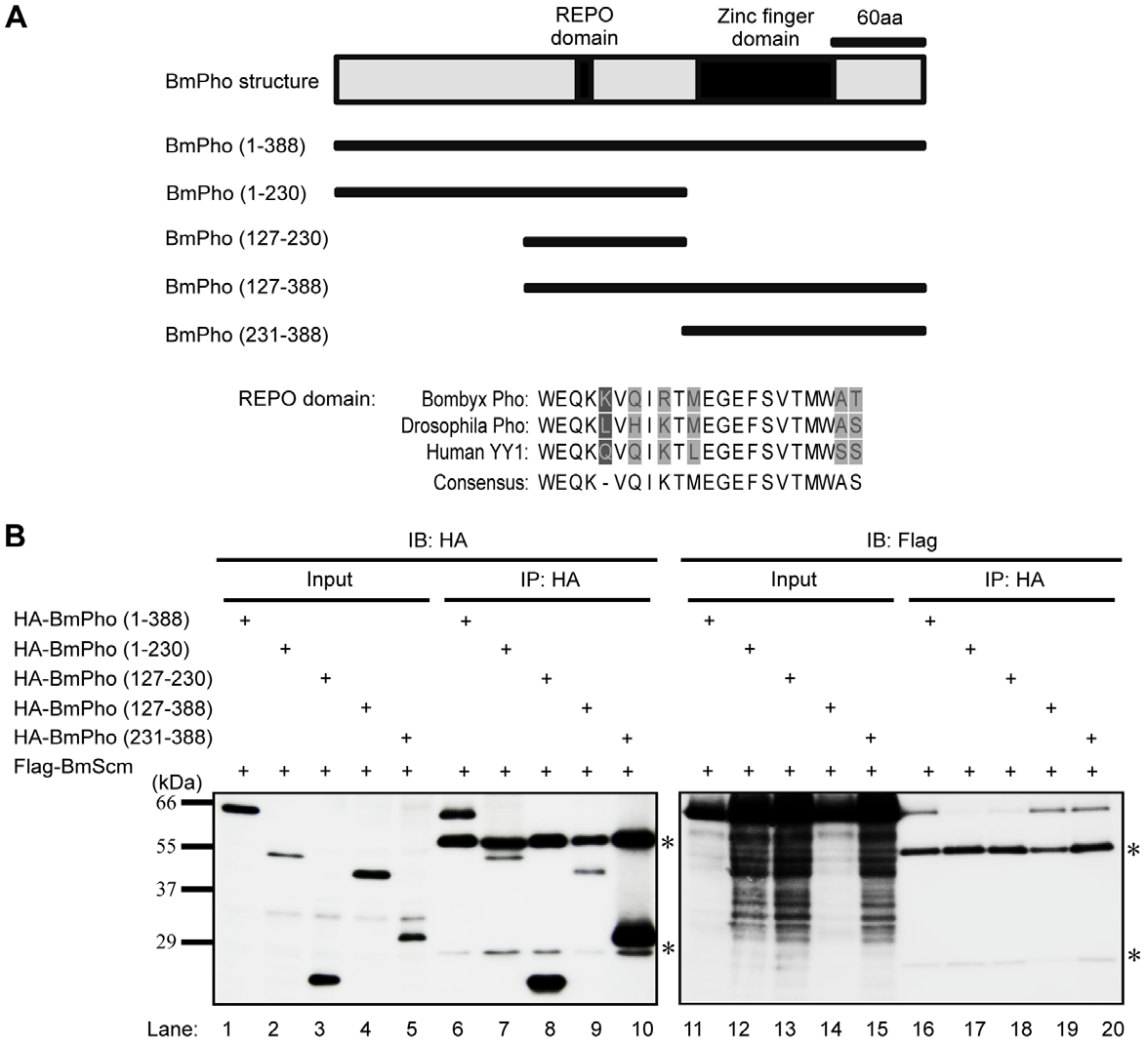
C-terminus of BmPho containing zinc finger domain was involved in the interaction between BmPho and BmScm. (A) Schematic of distinct BmPho truncates constructed in this study, and the conservation of REPO domains from *Bombyx*, *Drosophila*, and human. (B) Co-immunoprecipitation experiments were performed between various BmPho deletions and full-length of BmScm. Asterisks represented the heavy chain and light chain of IgG.

The full-length of BmPho and different truncates were subjected to Co-IP with BmScm (Figure 6B). Western blotting results showed that the C-terminus of BmPho could efficiently bind to BmScm than REPO domain (Figure 6B, lane 20 and lane 18), although it should be noted that REPO domain was also conserved in *Bombyx* as well as in *Drosophila* and human (Figure 6A). This may because the REPO domain was disrupted by truncation in our construct and then lost its functional structure. We further performed a Co-IP experiment with BmPc, and found that the REPO domain of BmPho, rather than the C-terminus, could interact with BmPc (Figure S4). Together, our results demonstrated that the distinct structures in BmPho were involved in different interactions with different proteins. Additionally, the C-terminus containing four zinc fingers repeats domain was essential for DNA binding. Therefore, we concluded that the zinc finger domain in BmPho has the potential roles of protein binding as well as DNA binding.

### Zinc finger domain of BmPho was critical for the transcriptional repression

The deletion mutants described above were also used to mine the specific domain that contributed to the repressive function of BmPho. When these truncates were fused to the Gal4-DBD construct and used for repression analysis, as shown in Figure 7A, the C-terminus of BmPho containing zinc finger domain possessed strong transcriptional repression activity. With difference from the previous research that the REPO domain of human YY1 was necessary for PcG repression [31], we did not find the significant inhibition activity in the region containing REPO. Also, the report mentioned that human REPO domain would lose its silencing activity to a non-PcG-sensitive reporter [31].

**Figure 7:**
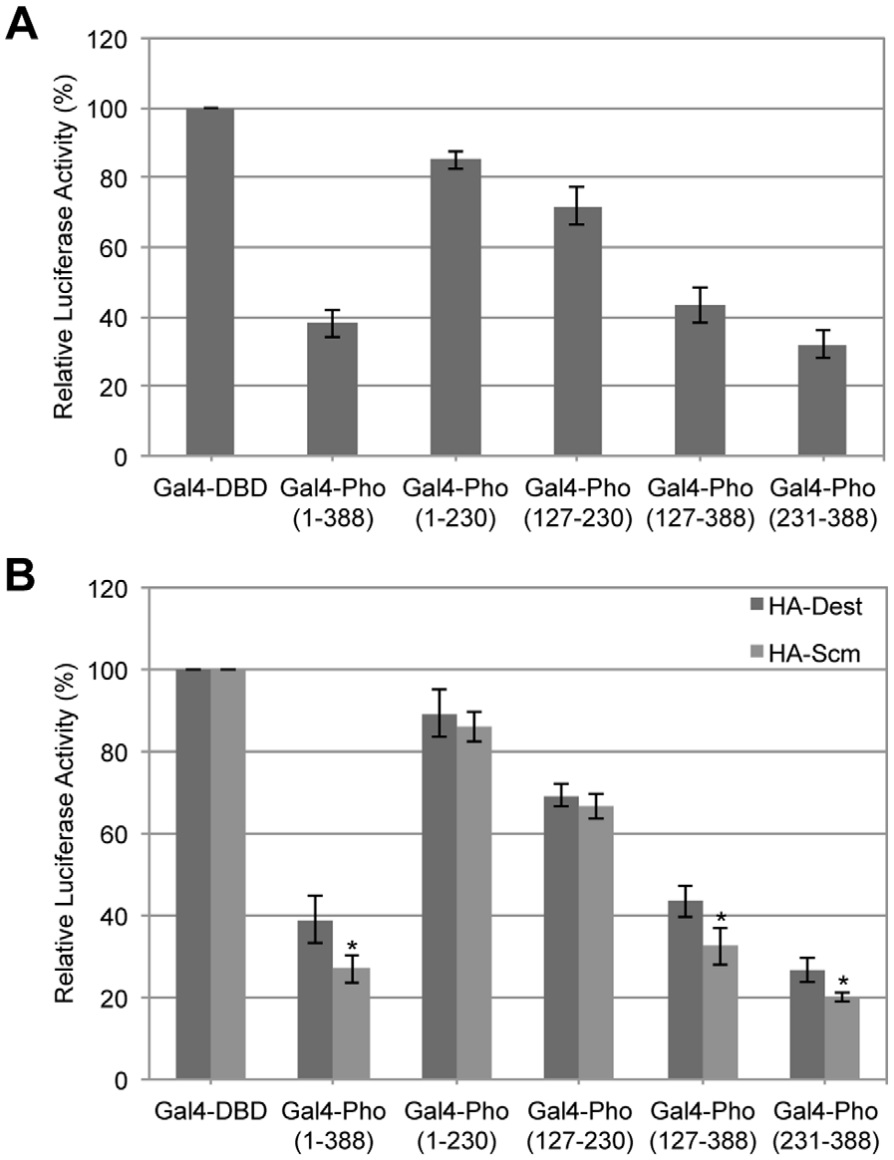
Zinc finger domain of BmPho was critical for the transcriptional repression. (A) Gal4-DBD fused BmPho deletions were used to test their transcriptional activities. The transfection method and luciferase measurement were shown in Figure 1. (B) Overexpression of BmScm promoted the transcriptional repression mediated by the interaction with zinc finger domain of BmPho. The various Gal4-DBD fusions in (A) were co-transfected either with empty vector (HA-Dest) or with BmScm expressing vector (HA-Scm). The data were compared between HA-Scm treatment and the corresponding control HA-Dest treatment by the Student's t test, *P<0.05.

In order to examine whether the interaction between BmPho and BmScm could enhance the repressive activity of BmPho, we performed an experiment to overexpress BmScm protein. The result showed that, only the Gal4-Pho constructs including the zinc finger domain, the promotion of transcriptional repression by BmScm could be clearly observed (Figure 7B).

### Knockdown of *BmPHO* partially affected the localization of BmScm

Pho as sequence-specific DNA binding protein plays crucial roles in the targeting of PcG proteins and the subsequent repression on target gene expression [32]. In attempt to examine whether the knockdown of *BmPHO* could change the localization of other PcG components, we used the Venus-fused PcG proteins to monitor their localization in the cells treated with dsRNA against *BmPHO*. As shown in Figure 8A, loss of BmPho expression greatly affected the cellular distribution of Venus-fused BmScm. Approximately 80% of cells with signals showed both nuclear and cytoplasmic localization of Venus-BmScm, whereas less than 10% of cells in the control with dsLUC treatment presented a similar pattern (Figure 8B). This observation indicated that knockdown of the endogenous *BmPHO* may lead to the release of BmScm from the nuclei. In contrast, the down-regulation of *BmSCM* did not affect the distribution of BmPho protein (Figure 8C). Namely, BmPho was perhaps required for the recruitment of BmScm in the specific locations. However, the localizations of the other PcG proteins could not be affected significantly after *BmPHO* knockdown (Figure S5). Probably, although with slight disassociation from target loci, the knockdown of *BmPHO* was insufficient for the great changes of distributions of PRC1 and PRC2 components.

**Figure 8:**
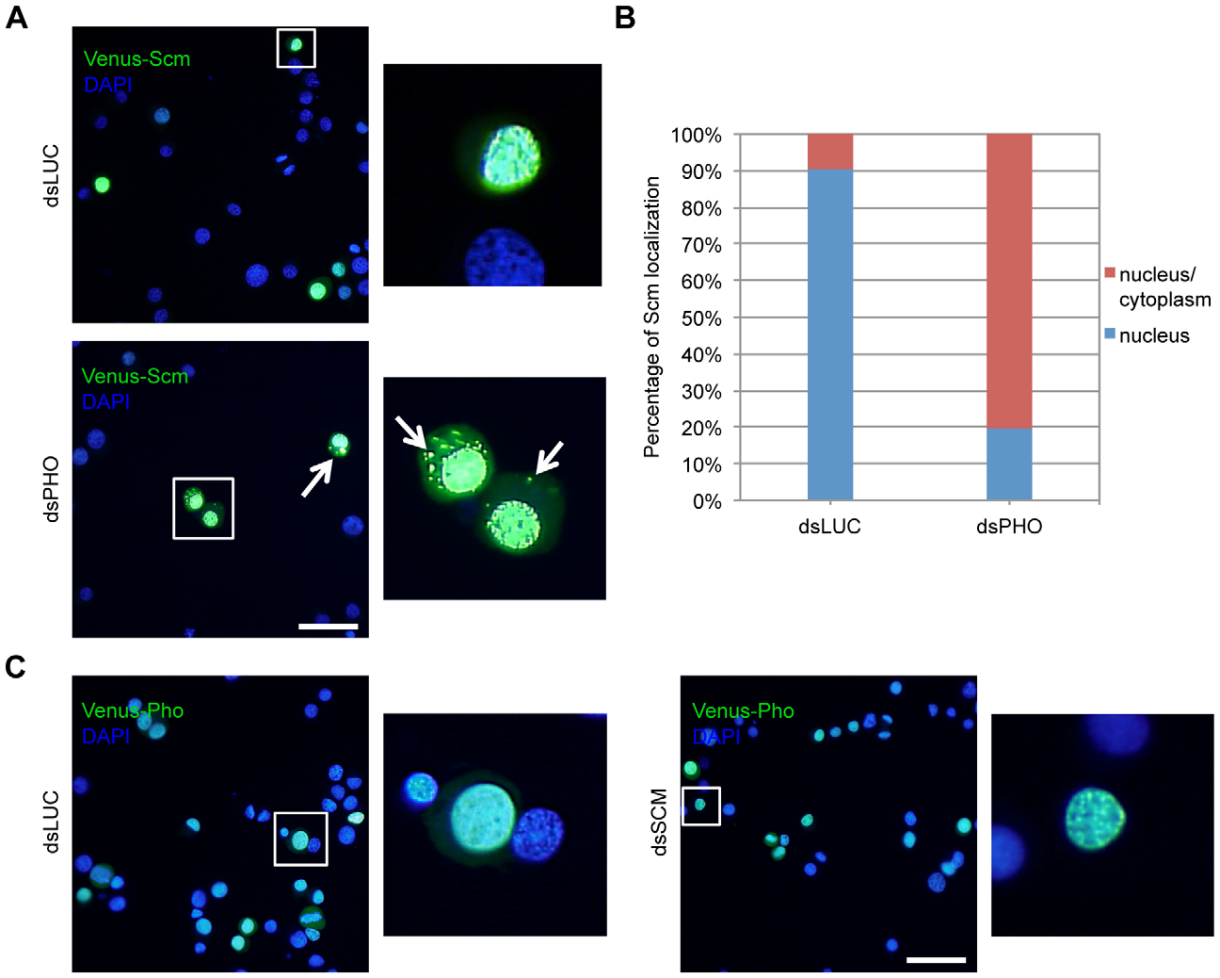
Knockdown of *BmPHO* partially affected the localization of BmScm. (A)Down-regulation of *BmPHO* greatly increased the localization of BmScm in the cytoplasm. The BmN4-SID1 cells were pre-cultured with dsRNA specific for *BmPHO* or dsRNA against *LUC* for 3 days, and then were transfected with Venus-fused BmScm for another 3 days. The cells were imaged by microscope and the nuclei DNA was counterstained with DAPI. The fluorescence signals localized in the cytoplasm were indicated with arrows. Scale bar: 50 µm. (B) The cell numbers of variant distributions indicated in (A) was counted under microscope from various fields, and the percentage of each fraction was shown in the graph. N = 96 for dsLUC treatment, and N = 77 for dsPHO treatment. (C) Down-regulation of *BmSCM* did not change the localization of BmPho. Scale bar: 50 µm.

### Knockdown of *BmPHO* inhibited cell proliferation

Mounting evidence has indicated that many PcG proteins can regulate cell cycle progression and affect proliferation by direct or indirect regulation of cell cycle-related factors [33], [34]. We wondered whether silkworm PcG proteins are also involved in cell growth regulation. Intriguingly, each cell with knockdown of each PcG gene used for microarray experiment has not shown a significant change in cell growth, with the exception of *BmPHO*. As shown in Figure 9A, following the depletion of *BmPHO*, decreases in cell numbers and increased cell compaction occurred. In fact, there was no report, to date, about the effect of *PHO* knockdown on cells. To further determine the effect of *BmPHO* on the silkworm cells, we monitored the cell growth by using WST-8 assay. Indeed, time course of cell proliferation curve showed the significant decreases in cell numbers after *BmPHO* knockdown, especially on the 7th day (Figure 9B). However, *BmPHO* down-regulation did not affect cell cycle progression, as assessed through flow cytometry assay (Figure 9C).

**Figure 9:**
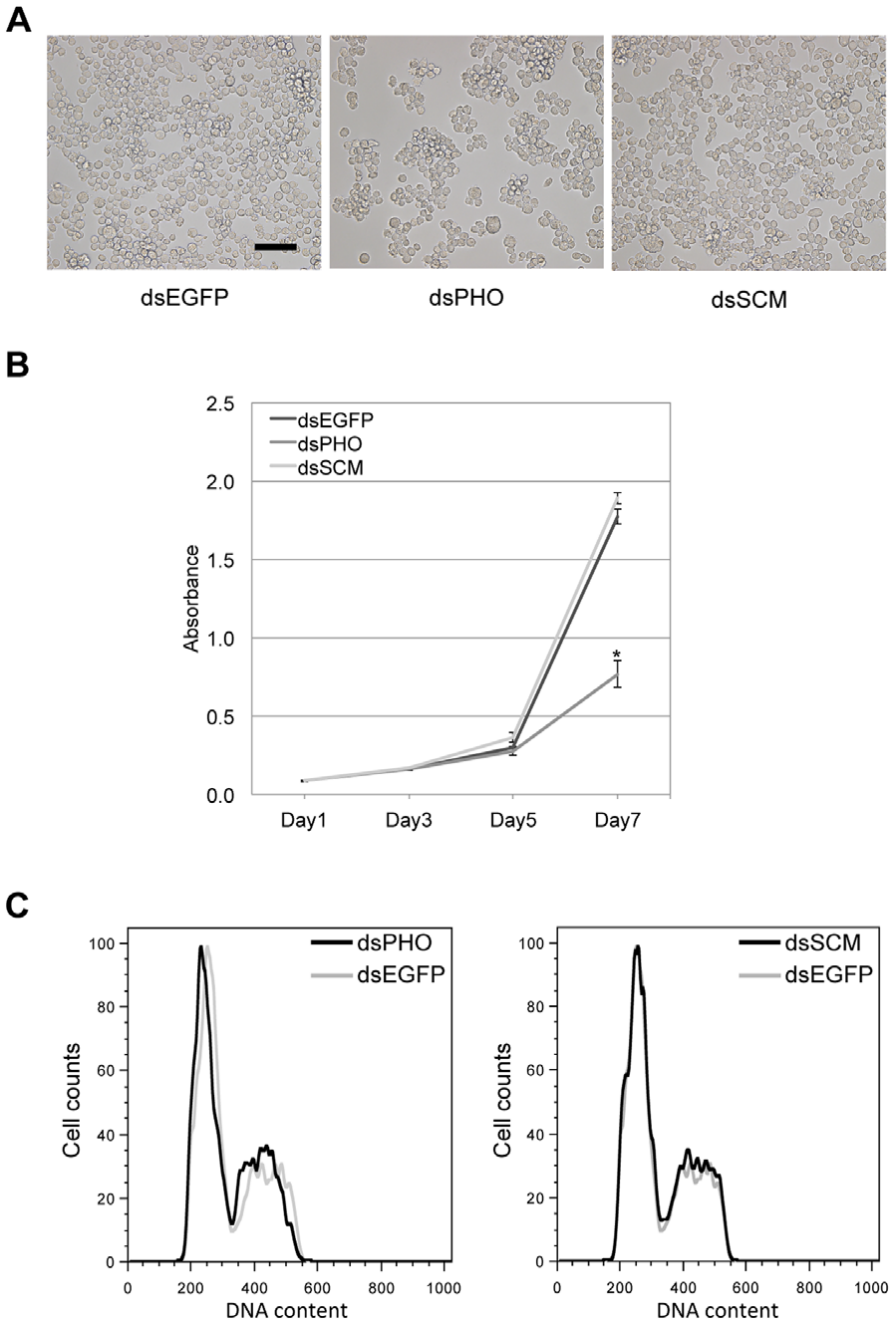
Knockdown of *BmPHO* inhibited cell proliferation. (A) Representative graphs of cells treated with dsRNAs against *EGFP*, *BmPHO*, or *BmSCM*, respectively. Scale bar: 50 µm. (B) Down-regulation of *BmPHO* suppressed cell proliferation by using WST-8 assay. *P<0.001, compared to the control of *EGFP* RNAi cells. (C) The distribution of cell cycle in dsRNAs treated cells was measured using flow cytometry. The merged results from PcG knockdown and control treatment were shown in each panel.

## Discussion

The recent genome-wide characterizations of PcG target genes have revealed the regulatory mechanisms underlying the roles of PcG proteins during development in *Drosophila* and mammals [12], [14], [35]. It is considered that the repressed expression of target gene-mediated by PcG complexes is implemented through the interactions of PcG proteins themselves and even with other chromatin-remodeling factors leading to the condensed chromatins that block the accessibility of activators [36].

Although we have understood that PcG targets is recognized and bound by Pho protein through the special DNA sequence as PREs at the target loci in *Drosophila*, it is still unclear that how the PcG proteins are recruited to the target genes in other species. Moreover, YY1, the mammalian ortholog of Pho, is not always correspondent with this fashion as revealed in *Drosophila*, and even little evidence is shown to support this model. Interestingly, the recent reports have demonstrated that long non-coding (lnc) RNAs and short RNAs all play crucial roles in the recruitment of PcG complexes in mammals [37], [38], [39].

Here, we firstly investigated the roles and signaling mechanism of PcG proteins in *Bombyx*, a Lepidoptera model insect. In this study, we have cloned and characterized 6 out of 13 PcG genes that we have previously identified [22]. All of silkworm PcG proteins studied localized in the nuclei and acted as transcriptional repressors. Then, we predicated the PcG targets through genome-wide expression screening based on PcG genes RNAi in the silkworm cells and found that a set of PcG targets was co-regulated by the all PcG proteins tested in *Bombyx*. Most of them belonged to the GO functional categories of binding activity, catalytic activity, or transcription regulator activity. This indicated a potential epigenetic mechanism on the regulation of these genes expression.

It was of great interest that BmPho often co-regulated gene expression with BmScm (Figure 3). Previous studies have shown that in *Drosophila* Pho can interact with Sfmbt and form PhoRC complex and this complex is involved in the recruitment of other complexes [18], and Scm also possesses domains similar to Sfmbt [40]. These findings promoted us to ask whether Scm and Pho could also form a complex like PhoRC. Actually, several evidences from our results supported this opinion. First, BmScm can interact with other PcG proteins, as revealed by BmPho (Figure 4), suggesting that BmScm displays the similar binding profile like BmPho. Second, the C-terminal domain including zinc finger motifs in BmPho is required for its interaction with BmScm (Figure 6) and sufficient for the transcriptional repression, which could be enhanced by interaction with ectopic overexpression of BmScm (Figure 7). Finally, the localization of BmScm partially depends on BmPho rather than BmPho localization dependent on BmScm (Figure 8), probably indicating the dependency of BmScm recruitment on BmPho protein. Together, our data may not be consistent with the report that *Drosophila* Scm binds to the chromatin locus, without the aid of other PcG proteins including Pho [21]. However, it should be noted that this report mainly focused on one PRE site of *Drosophila* Ubx. Hence, we speculated that, like the PcG protein independent binding of Scm on this locus, maybe there are several styles to form PcG-related repression complexes. Undoubtedly, this report gave us some clues to investigate the regulatory mechanism for specific gene locus-mediated by PcG system.

Importantly, we presented the potential evidence that the complex of BmPho and BmScm can regulate a group of PcG targets in a manner of independence from other PcG components (Figure 5). According to this, it may have at least two potential action models for PcG regulation in *Bombyx*. For one class of PcG targets, the entire PcG complexes are required for regulating the expression of these target genes, and BmPho and BmScm complex will be essential for the recognition and for recruiting of PRC1 and PRC2 complexes. The resulting big complexes will spread and condense the local chromatins via the tri-methylation of H3K27 and then effectively repress gene expression (Figure 10, top panel). For another class of PcG targets, BmPho and BmScm can directly regulate their expression, regardless of the presence or absence of PRC1 and/or PRC2 complexes. In this case, the formation of homodimer or heterodimer between BmPho and BmScm may be indispensable for inhibitory effects (Figure 10, bottom panel). It is not clear yet, however, how the PcG system distinguishes these aspects. Perhaps, the distinct circumstance and location for specific chromatins of one gene will be critical for providing a signal in such a condition. Hence, further investigation on specific gene should confirm this hypothesis.

**Figure 10:**
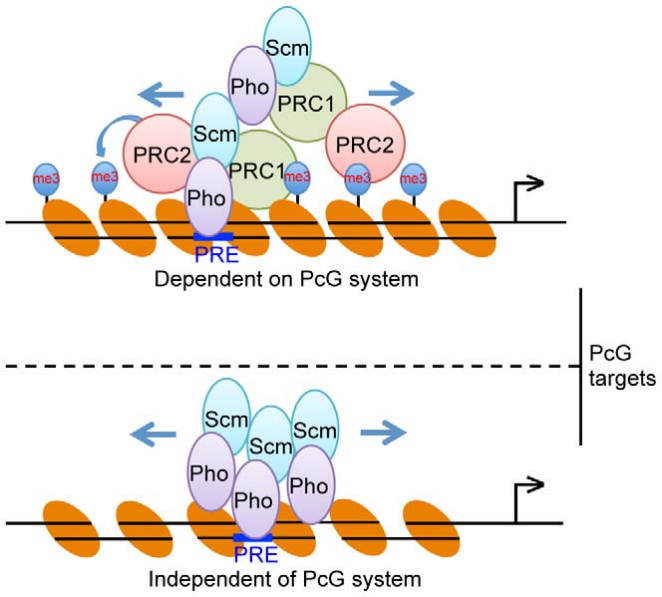
Proposed models for the regulation of PcG target gene expression-mediated by BmPho and BmScm. In this study, we envision that BmPho and BmScm regulate two classes of PcG targets. One class is based on the classic PcG system (Top), and the other one is attributed to the complex itself (Bottom). In the top panel, the DNA-binding protein BmPho associated with BmScm recognizes Polycomb response elements (PRE) and recruits other PRC2 and PRC1 complexes. PRC2 catalyzes the H3K27me3 mark and spreads out bilaterally, finally, resulting in a condensed chromatic status. In the bottom panel, the complex of BmPho and BmScm binds to PRE in the target gene, and subsequently forms the repeated units probably through homodimer and/or heterodimer themselves. Further details are shown in the text.

In fact, the regulatory mechanism of PcG system was more complicated in mammalians. For instance, a study in mouse hematopoietic stem cells has revealed an opposite role mediated by PRC1 and PRC2 complexes based on the expression microarray analyses after mutating of different Polycomb components [17]. Thus, we also analyzed the down-regulated genes from our microarray data. 

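Falling genes overlap between knockdowns as well. A match to a takeout-like protein (sw13451), of a family of secreted carriers of small lipophilic molecules, had the lowest named value in BmSCE (-1.70) and BmSCM RNAi (-3.24), with -0.44 in BmESC and -2.95 in BmPHO RNAi. A match to wrapper (sw14992), an adhesion protein of glia, gave -1.50, -1.73, -3.24 and -2.73, a methyltransferase match (sw11479) -1.60, -1.79, -2.71 and -1.94, and a microtubule-associated protein of the RP/EB family (sw22925) -1.35, -2.10, -1.53 and -1.14. Replication protein A small subunit (sw08359), a binder of single-stranded DNA, gave -0.63, -2.12, -2.28 and -1.75, calreticulin (sw12517), a chaperone of the endoplasmic reticulum, -1.31, -1.57, -1.10 and -0.48, and high mobility group protein A (sw14960) -1.04, -0.80, -2.77 and -1.12. Proteasome subunits had medians of -0.40, -0.56, -0.69 and -0.74, below all random lists on each array (relative to the other arrays, a setting chosen after seeing the data, 0.31, -0.02, -0.09 and -0.06, with BmESC and BmPHO inside the middle 95% and BmSCE above it), with 0 of 32, 6 of 33, 6 of 31 and 5 of 30 fallen and none risen. Subunit beta 7 (sw06465) gave -0.95, -1.40, -1.08 and -1.20, and the 26S subunit non-ATPase 4 (sw13233) -0.91, -1.97, -0.91 and -0.74, examples picked after their values were seen. In all, 29 probes fell in every knockdown and 280 in both BmPHO and BmSCM RNAi among those measured on all arrays, where simulated unchanged groups gave at most 7 and 30, and part of the excess may come from the shared controls. The simulated spread was that of BmSCE minus BmESC, and BmPHO and BmSCM log ratios were wider. So 7 and 30 are no estimate of what the reference gave.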

Obviously, some of genes could be co-targeted by the different silkworm Polycomb proteins. 

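Searched on the array values, opposite changes past 2-fold between BmSCE RNAi, which stands for PRC1, and BmESC RNAi, which stands for PRC2, were found for 4 of the 7619 probes measured on both. The match to beta-ureidopropionase gave 3.30 in BmSCE and -1.71 in BmESC RNAi. A match to annulin (sw20237), a transglutaminase, gave 1.25 and -1.34, with 1.60 in BmPHO and 0.47 in BmSCM RNAi, and an unnamed probe (sw13031) 1.07 and -1.03. In the contrary direction, 1 unnamed probe (sw18563) gave -1.22 in BmSCE and 2.08 in BmESC RNAi. Heat shock protein 70 (sw22585), a stress chaperone, fell in BmESC RNAi (-3.23) without a rise past 2-fold in BmSCE RNAi (0.29), and hsp23.7 (sw13175), a small heat shock protein named after its values were seen, rose in BmSCE RNAi (1.52) and gave -0.92 in BmESC RNAi. Each is a single spot on a single array per knockdown, without a replicate check.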

Interestingly, unlike the observation in mouse cells, we cannot obtain the data of showing the opposite regulation in *Bombyx*, such as the common targets between up-regulations in PRC1 depletion and down-regulations in PRC2 depletion, as well as the contrary (data not shown). This suggested that PcG proteins in insect have somewhat different functions versus to that in mammalian and reflects the relative simple mediating mechanism in *Bombyx*. However, the future analysis in other insects, such as *Drosophila*, will give us some very meaningful clues.

Additionally, our study also showed that knockdown of endogenous *BmPHO* gene by RNAi significantly affected cell growth, but not cell cycle (Figure 9). 

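Cell division cycle 25 (sw22828), the phosphatase that activates cyclin-dependent kinases, gave 0.87, 0.56, 2.27 and 2.54 in BmSCE, BmESC, BmPHO and BmSCM RNAi. Cyclin J (sw14313) gave 0.59, 0.96, 1.69 and 1.20, and a second probe matched to cyclin J (sw14443) 0.38, 0.85, 1.49 and 1.08. For BmCDC25 and cyclin J the paper reports RT-PCR in Figure 5, with no change after BmSCE or BmESC knockdown. Their array values in those knockdowns were above 0 and short of 2-fold. A match to a polo kinase kinase (sw08567) gave 0.44, 0.22, 1.04 and 1.47, while a match to aurora kinase C (sw04642), of a family that acts in chromosome segregation, gave -0.46, -1.52, -1.81 and -1.34. Proliferating cell nuclear antigen (sw00966), the sliding clamp of DNA replication, gave 0.47, -0.32, 0.02 and 0.57. Of the cell cycle list, 0 of 48, 1 of 55, 5 of 46 and 5 of 47 measured probes rose and 0, 3, 4 and 5 fell, and its medians of -0.07, -0.02, -0.12 and -0.10 lay inside the middle 95% of random lists on every array. Of this list, 4 probes are in the tables of the paper, and the genes here other than BmCDC25 and cyclin J (sw14313) were picked after their values were seen.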

From the microarray data, we found that the expressions of some cell cycle regulator genes, such as *BmCDC25* (BGIBMGA011902) and *BmCYCLINJ* (BGIBMGA008688), were up-regulated after *BmPHO* or *BmSCM* RNAi. RT-PCR experiment also confirmed this result (Figure 5). Although it is well known that these genes play critical roles in cell cycle progression [41], [42], the effect of *BmPHO* knockdown on cell proliferation might not be mediated by these factors. This is because that *BmSCM* knockdown has no effects on proliferation. Therefore, it may be other responsible genes that are required for the regulation of cell proliferation in *Bombyx*, and more work needs to be done to clarify the mechanism in which BmPho is involved. However, this finding indicated that the silkworm Polycomb protein BmPho could promote cell proliferation, which was yet not reported in other species.

In conclusion, the data described in this work provides some novel insights into the regulation of gene expression by Polycomb proteins. Based on this, we explored two potential models for the dynamic regulation in *Bombyx*, one of which is dependent on PcG system that requires all three complexes, whereas the other is independent of PcG system that is primarily attributed to the BmPho and BmScm complex. Both of these two models, however, require the involvement of Polycomb proteins BmPho and BmScm. This indicates that the interaction of BmPho and BmScm proteins to form a functional complex plays important roles in the targeting and regulation of Polycomb proteins-mediated transcriptional repression in *Bombyx*. It would be interesting to examine whether this case is also present in *Drosophila* or other species, which could enrich our understanding of the regulatory mechanism of Polycomb proteins.

## Materials and Methods

### Cell lines

The silkworm BmN4 cell line (a gift from Dr. Chisa Aoki, Kyushu University Graduate School) and BmN4-SID1 transgenetic cell line (stored in our laboratory) [27] were maintained at 27°C in IPL-41 medium (Sigma) supplemented with 10% fetal bovine serum (FBS) (Gibco).

### DNA constructs

Based on our previous *in silico* identification of the silkworm PcG genes [22], we isolated 6 clones representing the full-length cDNAs encoding for BmPc, BmPh, BmSce, BmEsc, BmPho, and BmScm proteins (GenBank accession number: AB607839, AB607840, AB607836, AB607838, AB607837, and AB607835) using cDNA from BmN4 cells as a template, and the primers used were listed in Table S4. These clones were further inserted into a pENTR™11 (Invitrogen) vector to construct 6 entry plasmids accordingly. The nucleotide sequences of plasmids were confirmed by DNA sequencing.

To construct the reporter genes or fusion expression vectors used in this study, destination vectors including pi2VW, pnVW, pcCW, pi2FW, pi2HW, and pGal4-DBD constructed in our laboratory (details of vector information are available upon request) [43] were used for the gateway reaction.

For the deletion analyses of BmPho, different length of DNA fragments were amplified using the serial primers in Table S4 and subcloned into the entry vector, and the expression vectors were obtained as described above.

### Transient transfection

All transient transfections were carried out in 24-well or 6-well plates. The day before transfection, cells were plated at a density of 0.5×10^5^ or 2.0×10^5^ cells per well. The lipid-DNA complex preparation and transfection program were performed as described previously [43]. Cells were harvested 72 h after transfection for localization, luciferase, or immunoprecipitation analyses.

The transfection efficiency among the dishes was measured by co-transfecting the pEXP38-βgalΔIE-1 vector expressing a β-galactosidase, and the β-galactosidase activity was used to normalize luciferase activity data [44]. All experiments were performed at least three independent transfections and data were shown as mean ± standard deviation (SD).

### Subcellular localization assay

For subcellular localization analysis, 100 ng of expression plasmids for Venus fused Polycomb proteins were transfected into BmN4 cells, respectively. 72 h post-transfection, the cells were seeded on a cover slip coated with poly-L-lysine, and then fixed with 3.7% formaldehyde in phosphate-buffered saline (PBS) for 10 min and permeabilized with 0.1% Triton X-100 in PBS for 5 min. The DNA was stained with DAPI (Invitrogen).

### Transcription inhibition assay

BmN4 cells were co-transfected with 100 ng Gal4-DBD fused Polycomb proteins and UAS-Luc reporter plasmids [43]. After 72 h transfection, the cells were harvested and lysed with the lysis buffer (25 mM Tris-phosphate, pH 7.8, 2 mM DTT, 2 mM Trans-1, 2-diaminocyclohexane-N,N,N′,N′-tetraacetic acid monohydrate, 10% glycerol, 1% Triton X-100). Luciferase activity was determined according to the previous method.

### RNA interference

The synthesis of double stranded RNAs (dsRNAs) for *EGFP*, *LUC*, *BmSCE*, *BmESC*, *BmPHO*, *BmSCM* and the treatment of BmN4-SID1 cells were done according to our previous protocol [22].

### DNA microarray assay

BmN4-SID1 cells cultured in IPL-41 medium with additions of different dsRNAs were harvested after 7 days incubation. For each treatment, samples were prepared from three independent experiments and were pooled into one sample to reduce the experimental variation. Total RNA was then isolated using Trizol reagent (Invitrogen). 1 µg RNA from each sample was subjected to reverse transcription using the ReveTra Ace cDNA synthesis kit according to the manufacturer's instructions (TOYOBO). The knockdown efficiency for each gene was evaluated by semi-quantitative reverse transcription-polymerase chain reaction (RT-PCR) using gene-specific primers (Table S4) and the silkworm *glyceraldehyde-3-phosphate dehydrogenase* (*BmGAPDH*) gene was used as an endogenous control.

For microarray experiment, the hybridization and data acquisition were carried out by CapitalBio Corp. We further analyzed the data according to the previous strategy [45]. Compared the PcG RNAi samples with the control *EGFP* RNAi sample, the fold changes >2.0 were defined as up-regulated gene. We then isolated four up-regulated gene sets representing BmSce, BmEsc, BmPho, and BmScm targets, respectively. The common targets were analyzed by the Venn diagram generator on the website (http://www.pangloss.com/seidel/Protocols/venn.cgi). Hierarchical clustering was performed using average linkage under the default settings by Cluster_Treeview software from Stanford University and the control dsRNA treatment was used as a baseline expression for comparison with the PcG dsRNA-treated samples. GO functional annotations were analyzed on the website (http://silkworm.swu.edu.cn/cgi-bin/wego/index.pl) and genomic distributions were obtained by comparison with the silkworm whole genome sequence (http://silkworm.swu.edu.cn/silkdb/). All microarray data presented in this study have been deposited in the GEO database under accession number of GSE34246.

For validation of the microarray data, we randomly selected 10 common up-regulated genes and designed their primers (Table S4). Semi-quantitative RT-PCR was performed using the same cDNA templates described above.

### Bimolecular fluorescence complementation assay

Bimolecular fluorescence complementation (BiFC) analysis was based on the reassembling into a functional fluorescent protein though the association of protein fragments fused to the proteins of interest (Mon *et al.*, manuscript in preparation). 100 ng of each expression plasmid for different PcG proteins fused to pnVW or pcCW, respectively, were co-transfected into the BmN4 cells and fluorescence was observed using the same treatment protocol described above.

### Co-immunoprecipitation assay

Co-immunoprecipitation (Co-IP) was performed as described previously [43] with the minor modification: the harvested cells were lysed in RIPA buffer (50 mM Tris-HCl, pH 8.0, 150 mM NaCl, 1% Nonidet P-40, 0.5% Sodium deoxycholate, 0.1% SDS) supplemented with protease inhibitor (Complete, EDTA-free, Roche). The lysates were immunoprecipitated by using anti-HA antibody (sc-7392, Santa cruz biotechnology). The HA-tagged proteins were eluted in RIPA buffer containing 2.0 µg/ml HA peptide. The Flag-tagged proteins in the eluted protein complex were detected by immunoblotting using anti-Flag antibody (F3165, Sigma).

### Cell proliferation assay

For cell proliferation assay, 3.0×10^3^ BmN4-SID1 cells were seeded in 96-well plates and cultured in a final volume of 100 µL. dsRNA for *EGFP*, *BmPHO*, or *BmSCM* were added into the medium with a final concentration of 0.5 µg/mL. The cells were labeled with 10 µL WST-8 solution (Cell counting Kit-8; Dojindo) for 12 h before the indicated time points, such as 1st day, 3rd day, 5th day, and 7th day. The absorbance was measured at 450 nm in a 96-well spectrophotometric plate reader according to the manufacturer's protocol, and the proliferation curves were plotted using the absorbance at each time point. All of the experiments were performed in triplicate.

### Flow cytometry assay

To analyze the effect on cell cycle after knockdown of PcG genes, cell cycle distributions were determined by measuring the cellular DNA content using flow cytometry according to the previous procedure [27].

### Cell imaging

Light and fluorescence microscopy images were captured using Biozero BZ-8000 microscope (KEYENCE).

### Statistical analysis

Statistical significance of difference between the treated and the corresponding control was evaluated by the Student's t test, and a P-value<0.05 was considered statistically significant.

## Supporting Information

Figure S1 ***Bombyx*** **PcG proteins had a distinct punctate nuclear distribution in BmN4 cells.** Subcellular localization of transiently expressed Venus-PcG fusion proteins in silkworm cells was determined by fluorescence (green) and the nuclei DNA was counterstained with DAPI (blue). As a comparison, the localization of parental construct Venus-Dest was evenly expressed both in the cytoplasm and nucleus. Scale bar: 10 µm.
(TIF)

Figure S2 **Changes of H3K27me3 levels upon knockdown of** ***BmSCE*** **,** ***BmESC*** **,** ***BmPHO*** **, or** ***BmSCM*** **.** Western blotting was performed to analyze H3K27me3 levels in the PcG-depleted cells according to our previous procedure [22]. Antibody against H3 was used as a loading control.
(TIF)

Figure S3 **Knockdown of other Polycomb components** ***BmPC*** **,** ***BmSCE*** **, or** ***BmESC*** **could not exclude the transcriptional repression mediated by the Gal4-Pho or Gal4-Scm.** The BmN4-SID1 cells were pre-cultured with different dsRNAs for 3 days, and then were transfected with Gal-Pho or Gal4-Scm plasmid according to the Figure 1.
(TIF)

Figure S4 **Interaction between BmPc and distinct BmPho truncates.** Co-immunoprecipitation was carried out between various BmPho truncates and full-length of BmPc. The cell lysates were immunoprecipitated by using anti-Flag antibody and the eluted protein complex was detected by immunoblotting using anti-HA antibody. Asterisks represented the heavy chain and light chain of IgG.
(TIF)

Figure S5 **Knockdown of** ***BmPHO*** **did not significantly affect the localization of BmPc, BmPh, BmSce, and BmEsc.** The treatment and observation were according to the Figure 8 in the *BmPHO* RNAi cells. Scale bar: 50 µm.
(TIF)

Table S1 **List of common targets up-regulated by BmSce, BmEsc, and BmPho.**
(XLS)

Table S2 **List of common targets up-regulated by BmSce, BmEsc, and BmScm.**
(XLS)

Table S3 **List of common targets up-regulated by BmPho, and BmScm.**
(XLS)

Table S4 **List of primers used in this study.**
(XLS)

How the deposited data were processed for this re-analysis (not part of the article)

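The experiment measured RNA of silkworm BmN4-SID1 cells on day 7 of RNAi against BmSCE, BmESC, BmPHO or BmSCM, each hybridized against RNA of EGFP RNAi cells on a silkworm array of 70-mer oligonucleotides. BmN4 is a cell line from silkworm ovary, and the SID1 derivative takes up double-stranded RNA from the medium. Each knockdown has 1 array of RNA pooled from 3 experiments, with the knockdown in Cy5 and EGFP RNAi in Cy3, and no array with the dyes exchanged. The array holds 24288 spots in 48 print blocks: 23229 gene probes with 1 spot each, 677 positive control spots and 382 blank or empty spots.

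The intensity columns of each array were deposited by the authors with the local background already subtracted, which shows in blank spots that center near 0, and with the dyes not yet set against each other. The deposited ratio column is Cy5 over Cy3 after a normalization within the array by the authors, whose method is not given in the sources used here. The values of the series table deposited by the authors equal the log2 of that ratio, spot by spot. The image software and the rules behind the spot flags are not given in the sources used here either. Checked on the values, a spot passes its flag when the brighter channel is at least 400. Both channels above background means that each channel is at least 400, a fixed cutoff on the subtracted values. It also removes probes under 400 in EGFP RNAi, however far they rose in a knockdown.

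Log2 ratios were computed from the intensity columns, with intensities under 100 set to 100, and were normalized within each array by limma 3.58.1 (loess against mean brightness, fitted to all gene probes) in R 4.3.3. Counts and lists used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. A probe counts as measured on an array when its spot passes the flag there: 7833 probes in BmSCE, 9869 in BmESC, 7434 in BmPHO and 8310 in BmSCM RNAi, 6491 of them on all arrays and 11050 on at least 1. A probe rose or fell when its ratio passed 2.0-fold, the threshold of the paper. Where a channel lies under 100 the log ratio is a bound, and it is written as at least that value. Per array these values correlated with those of the authors at 0.967 to 0.977.

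With 1 array per knockdown there is no estimate of the spread between replicates and no p-value was computed across probes. The spread between spots is that of 5 silkworm control probes printed 49 times each, whose log2 ratios had an SD of 0.07 to 0.42 within an array (median 0.10). For the yeast spike-in controls, where measured, it was 0.09 to 0.33, and for the Hex control, whose Cy5 signal is low, 0.37 to 0.94. Blank spots that passed the flag numbered 71, 100, 30 and 26 of 382. Overlaps stand beside the count that independent lists of the same sizes would give and beside 100 simulated draws of unchanged groups measured against 1 shared reference. The simulated spread, the same for groups and reference, was that of BmSCE minus BmESC at each brightness. Correlations between arrays are given with their covariance and the covariance of those simulated groups, and with a 95% interval from 1000 draws over print blocks. On simulated spots at the brightness of each array, 97 of 97, 100 of 100, 99 of 99 and 99 of 99 probes changed 3- or 4-fold were called, and 353 of 9068, 190 of 11178, 387 of 8009 and 369 of 8034 unchanged probes were called as well. The noise of these spots was set by hand and not estimated from the arrays, so the counts check the procedure and not the error of the arrays.

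For each gene list the median log2 ratio was set against 10000 random lists of the same size drawn from the same 20 classes of brightness on that array. The percentile describes the array and is not a test of the knockdown. A median is given where at least 5 members were measured, or fewer for the Hox and Polycomb lists. The 21 lists were fixed before the data were examined: Hox, Polycomb group, trithorax group and chromatin remodelling, histones, ecdysone response and nuclear receptors, zinc finger proteins, heat shock proteins, amino acid response and tRNA synthetases, cell cycle, ribosomal proteins, proteasome, RNA interference machinery, transposon and reverse transcriptase, cuticle, chorion, fat body, silk gland, immune, muscle, haemocyte and digestive proteins. The annotations of Tables S1 to S3 had been read when the lists were written, so a list with members in those tables is not independent evidence of its direction. Members were found by words in the annotation, in which 13478 gene probes carry a name and 1316 a silkworm gene number, 1237 of them in the gene table given with the data. Names that rest on a protein of another species are called matches.

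Named genes follow a rule fixed before the data were examined: the genes the paper names, for each knockdown the 10 largest rises and 10 largest falls among probes with both channels above background, the 10 highest of the probes risen in all knockdowns, and the 10 highest of those risen in BmPHO and BmSCM RNAi alone. The gene names of Tables S1 to S3 had been read before the rule was written. Probes without a name were passed over, 2, 4, 4 and 2 among the rises and 5, 1, 5 and 6 among the falls of BmSCE, BmESC, BmPHO and BmSCM RNAi, 9 among the probes risen in all and 1 among those of BmPHO and BmSCM alone. Other names were picked after their values were seen, and are so marked where they stand or are members of a fixed list.

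Alternatives changed the normalization (array median alone, loess within print blocks, Aquantile between arrays, the values of the authors), the filter on dim probes, the fold threshold, the handling of bad-flagged spots and of values not above 0, the unit of counting, and the shared reference (each log ratio less the mean of the probe on the other arrays). No test of base composition was run, since probe sequences are given for few probes, and the other foreground summary named beforehand could not be used because the files hold 1 intensity per channel.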

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

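All tests of explanations in this part were chosen after the results were seen, and with 1 array per knockdown no difference between knockdowns was itself tested.

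Similarity of BmPHO and BmSCM RNAi stands out because controls that the paper did not analyse split the arrays the same way: the 8 yeast spike-in controls were higher on these arrays by a median of 2.60 on the log2 scale (0.37 to 3.26, with 7 of 8 above 2). A part that the reference RNA and dye orientation add equally to all arrays is not the whole cause. Such a part cancels from the log ratios of BmPHO minus BmSCE and of BmSCM minus BmESC, which still correlated at 0.503 (0.478 to 0.529). A common part that is larger on the BmPHO and BmSCM arrays would not cancel. Their log ratios had SDs of 0.828 and 0.760 against 0.449 and 0.548 in BmSCE and BmESC RNAi, so the test cannot exclude it. Dye trends of whole print blocks are not the cause of the difference from other pairs, since loess within print blocks left the correlation of BmPHO and BmSCM at 0.854 against at most 0.625 for other pairs. An effect of position inside a block would pass that step, so the test cannot exclude it. A labelling or hybridization batch that these arrays share cannot be told apart from shared targets of BmPho and BmScm, because the spike-in shift of 2.60 lines up with the knockdowns compared. The RT-PCR of the paper, which labelling and hybridization do not touch, showed rises after BmPHO and BmSCM RNAi and none after BmSCE or BmESC RNAi for some genes chosen from these arrays, and it does not reach the likeness over all probes. It used the templates of the array experiments, so it is no separate check of the RNA pools or of the EGFP control. A common requirement for both proteins at the same genes stays open as the biological reading and was not tested here.

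Heat shock proteins were lower in BmESC RNAi than on the other arrays, a difference between knockdowns that was not tested: the list median was -0.57, below all 10000 random lists, with 10 of 45 measured probes fallen and none risen, against -0.16, -0.06 and -0.12 in BmSCE, BmPHO and BmSCM RNAi (0.76, 29.0 and 14.2 percentile). Relative to the other arrays, a setting chosen after seeing the data, the median was -0.47 in BmESC RNAi, again below all random lists, and 0.13, inside the middle 95%, in BmSCE RNAi. Heat shock protein 70 (sw22585) gave -3.23 in BmESC RNAi against 0.29, 0.26 and 0.70, Hsp90 (sw01900) -2.84 against -1.06, -0.83 and -0.35, the Hsp70 cognate (sw08198) -1.86 against -1.07 in BmSCE and -0.73 in BmPHO RNAi and a 0.501-fold ratio in BmSCM RNAi, and hsp21.4 (sw01265) -1.50 against -0.50, -1.04 and -1.02. The dye curve at high brightness is not the whole cause, since with the array median alone subtracted the list stayed at -0.60. Hsp70 probes that read 1 another's transcripts are not either, since without probes named for Hsp70 or its cognates the median of 31 probes was -0.56, below all random lists. Loss of BmEsc and a different state of that pool of cells both may account for it and cannot be separated with 1 pool.

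Proteasome probes, not discussed in the paper, were low in every knockdown, with a median of -0.74 in BmSCM RNAi. A lower level in all knockdowns is also what a property of the shared EGFP reference or of the dyes would give. Such a shared part cancels from the difference of 2 arrays where it is equal on both. The test first took BmSCM minus BmSCE alone, a pair picked after its values were seen, and the list median of -0.31, at the 0.070 percentile of random lists, counted against it as the whole cause. That pair spans the split of the spike-in controls, so the test was changed, with its rule again written after the list medians were seen, to ask that both pairs with like controls lie outside the middle 95%. BmSCM minus BmPHO gave -0.11 (1.76 percentile), outside it, and BmESC minus BmSCE -0.21 (2.58 percentile), just inside. Of the remaining pairs BmPHO minus BmSCE gave -0.27 (1.44 percentile), outside, and BmPHO and BmSCM minus BmESC gave -0.06 and -0.11 (13.7 and 3.00 percentile), inside. By that rule the data cannot tell, and the reference or the dyes may account for all or part of the pattern. No biological explanation was tested.

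Other results are given as values. The match to beta-ureidopropionase (sw08667) was at 3.30 in BmSCE RNAi and at -1.71 in BmESC RNAi, and the unnamed probe sw18563 at -1.22 and 2.08, differences between knockdowns that were not tested. Histone H2A.V (sw08118), a variant of nucleosome histone H2A, gave -2.57 in BmPHO RNAi against -0.27, -0.42 and -0.44 in BmSCE, BmESC and BmSCM RNAi, which departs from the general likeness of BmPHO and BmSCM values and was not tested. The transposon list, not analysed in the paper, had a median of 0.50 in BmPHO RNAi, and its Ty1-copia match (sw22765) gave 4.40 there against -0.19 in BmSCE RNAi, while copies of an element can share the sequence of a probe. Dicer-2 (sw09480) gave 2.88 in BmPHO RNAi, in cells that were all given double-stranded RNA, the EGFP control included.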

How the results depend on the processing

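The floors of 50 and 200, the offset of 50, the loess curve from bright spots and the relative setting for gene lists were chosen after seeing the data. Of 286 alternative values of the counts, ranks, list totals and the correlation of BmPHO with BmSCM, 220 stayed the same by the rule of 1.5 times or of the 95% interval. That total overstates the stability, since some settings could hardly move a value. The ratio column repeats the values of the authors, and only 1 probe, on the BmSCE array, was flagged bad. Median centring, loess within print blocks, the values of the authors, their ratio column, Aquantile (which cannot move a log ratio), the added floors, the offset and the bright-spot curve moved no count past 1.5 times, nor did leaving out values not above 0 or keeping the bad-flagged spot. With both channels above background the risen probes were 110, 264, 449 and 405 in BmSCE, BmESC, BmPHO and BmSCM RNAi and the fallen ones 54 in BmSCE and 387 in BmPHO RNAi, with 35 and 31 shared by the 2 sets of 3 knockdowns, 28 by all 4 and 276 by BmPHO and BmSCM, since fewer probes are left by construction. At 800 in 1 channel, 56 fell in BmSCE and 339 in BmSCM RNAi. Without a filter on dim probes, 179 fell in BmSCE RNAi, 477 rose in BmPHO and BmSCM RNAi alone, 5 rose in BmSCE and fell in BmESC RNAi and 2 the contrary. At 1.5-fold, 662, 1137, 1734 and 1883 rose and 507, 937, 1444 and 1536 fell, with overlaps of 238, 205, 184 and 1196, 529 in BmPHO and BmSCM alone, and 13 and 5 opposite. At 3.0-fold, 39, 110, 318 and 267 rose and 11, 63, 132 and 73 fell, with overlaps of 9, 11, 9 and 183, 91 in BmPHO and BmSCM alone, and 1 and 0 opposite. Counted per gene, 0 fell in BmSCE and rose in BmESC RNAi. Relative to the other arrays, 102, 178, 123 and 123 rose and 140, 151, 142 and 75 fell, with overlaps of 0, 0, 0 and 39, 38 in BmPHO and BmSCM alone, and 15 and 6 opposite; a rise shared by all arrays cancels there by construction. The correlation of BmPHO with BmSCM was 0.876 with median centring, 0.845 with both channels above background, 0.849 with the bright-spot curve and 0.845 by Spearman, and of 35 values for other pairs 33 stayed within their interval. In the relative setting the proteasome median in BmSCE RNAi turned to 0.31 and the transposon median in BmESC RNAi to -0.10, each measured there against the other knockdowns, and with the bright-spot curve modifier of mdg4 (sw09725), near the floor in EGFP RNAi, turned to -0.15 in BmSCM RNAi; the cause was not tested. Of the other list medians 425 kept their side of the random lists, 28 came inside and 24 went outside the middle 95%. Those that came inside were the RNA interference machinery in BmSCM RNAi (median centring, print blocks, the values of the authors and the bright-spot curve), transposons in BmESC RNAi (median centring, print blocks, the values of the authors and both channels above background), and, with both channels above background, trithorax group genes in BmSCE, ecdysone response in BmPHO, digestive proteases in BmSCM, and zinc finger proteins and immune peptides in BmSCE and BmESC RNAi. In the relative setting they were trithorax group genes in BmSCE and BmPHO, ecdysone response in BmPHO and BmSCM, zinc finger proteins and immune peptides in BmSCE and BmESC, heat shock proteins in BmSCE, the proteasome in BmESC and BmPHO, muscle proteins in BmESC and digestive proteases in BmSCM RNAi. Of 325 log ratios of named genes past 2-fold, 306, 309, 305 and 310 stayed past it with median centring, print blocks, the values of the authors and the bright-spot curve. Background left unsubtracted could not be run apart from the main setting, since the files hold subtracted values, and no second foreground summary exists. No paired analysis was possible because each knockdown has 1 array.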

Differences from the paper's values

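Several counts differ from those of the paper, and floor 200, offset 50 and the loess curve from bright spots are alternatives chosen after seeing the values. The paper counts genes and states a threshold of 2.0-fold but no filter on dim spots, and the counts here are of probes.

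In BmPHO RNAi 879 probes rose, where the paper shows about 520 in Fig. 3A, read by eye. Of the alternatives set before the data were examined, both channels above background (449) and 800 in 1 channel (607) come within 1.5 times, and values not above 0 left out, median centring, print blocks, Aquantile, no filter, bad-flagged spots kept, the values and ratio column of the authors, the folds of 1.5 and 3.0, counting per gene and the relative setting do not. Floor 200 (720), offset 50 (777) and the bright-spot curve (665), chosen after seeing the values, come within it, and of the 279 probes of Table S3 that rose here they drop 45, 21 and 61.

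BmSCE, BmESC and BmPHO RNAi shared 62 probes, and the paper gives 35. Both channels above background (35) and 800 in 1 channel (51) come within 1.5 times, and the other 12 alternatives set beforehand do not. Offset 50 (52), chosen after seeing the values, does, and drops 2 of the 27 probes of Table S1 that rose here. With BmSCM in place of BmPHO the count was 52, and the paper gives 33. Here median centring (48), both channels above background (31), 800 in 1 channel (46), the values and ratio column of the authors (49) and counting per gene (47) come within 1.5 times, and values not above 0 left out, print blocks, Aquantile, no filter, bad-flagged spots kept, the folds of 1.5 and 3.0 and the relative setting do not. Floor 200 (47), offset 50 (47) and the bright-spot curve (48), chosen after seeing the values, do as well, and drop 2, 1 and 3 of the 24 probes of Table S2 that rose here. In all knockdowns 49 probes rose, and the paper gives 29. Of the alternatives set beforehand, both channels above background alone (28) comes within 1.5 times and the others do not, and floor 200 (43) and offset 50 (43), chosen after seeing the values, do, at the cost of the listed probes just given.

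BmPHO and BmSCM RNAi shared 546 probes, and Table S3 of the paper has 331. Both channels above background (276), 800 in 1 channel (404) and counting per gene (487) come within 1.5 times, and values not above 0 left out, median centring, print blocks, Aquantile, no filter, bad-flagged spots kept, the values and ratio column of the authors, the folds of 1.5 and 3.0 and the relative setting do not. Floor 200 (470), offset 50 (495) and the bright-spot curve (440), chosen after seeing the values, do, with the losses from Table S3 given above. The filter on both channels, which comes nearest in number, keeps only 126 of the 331 listed probes, 15 of the 35 and 12 of the 33. The values of the authors call all 331, 35 and 33 listed probes risen, 52, 8 and 9 of which do not pass 2-fold on every array here, and the same values call others that the tables do not list, 532, 56 and 49 in all. The shares of the BmPHO and BmSCM lists that overlap, 62.1% and 69.5%, lie near those of the paper (63% and 62%), while of the risen probes measured on both arrays the shares are 65.9% and 80.1%.

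The paper states, with reference to array values and RT-PCR in Figure 2D, that loss of BmESC gave larger changes than the other knockdowns. On the arrays the highest value over the 10 genes lay in BmESC RNAi for 3, or 4 with median centring or the values of the authors, and in BmPHO RNAi for 6, though BmESC exceeded BmSCE in 7. These ranks were not adjusted for the wider log ratios of BmPHO RNAi. The paper reports no gene with opposite changes after loss of PRC1 and PRC2 members, where 3 probes rose in BmSCE and fell in BmESC RNAi and 1 did the contrary. These were the same probes (sw08667, sw20237, sw13031 and sw18563) with print blocks and with the values of the authors, and median centring left out sw13031. The paper describes most mapped targets as clustered, without a distance, and 75 of 331 genes have another within 100 kb and 242 within 1000 kb.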

Other observations

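The genes named in this part were chosen after their values were seen, unless they are among the largest changes of a knockdown. Among the chaperones, the small heat shock protein hsp20.1 (sw15945) rose in BmSCE (1.79) and BmPHO RNAi (1.20) and gave -0.56 and 0.60 in BmESC and BmSCM RNAi, while a match to heat shock protein 60 (sw09779), of the mitochondrion, gave -0.30, -0.99, -0.14 and 0.03 in BmSCE, BmESC, BmPHO and BmSCM RNAi. Further chromatin genes passed 2-fold in BmPHO and BmSCM RNAi. Enhancer of bithorax (sw04815), the large subunit of the NURF remodeller, rose by 2.46 and 2.17 in BmPHO and BmSCM RNAi and was too dim on the other arrays, jumonji domain containing 1B (sw08986) gave 0.88, 0.53, 1.60 and 1.95, and a bromodomain protein match (sw16737) 0.48, -0.23, 1.09 and 1.51. Histone H3.3 (sw05668), the replacement form of H3, gave -0.32, -0.40, -1.22 and 0.16, and a histone H2A-like protein (sw10499) -0.05, 1.11, -0.74 and 0.41.

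Several genes known from particular tissues gave these values. Apolipophorin III (sw09945), a lipid carrier of the blood, gave 0.79, 0.05, -1.24 and -1.02, a match to the silk protein fibroin P25 (sw12944) -0.11, 0.27, 1.19 and 0.53, and a midgut chymotrypsin (sw19976) 1.01, 0.52, 2.41 and 1.42. Of the small RNA pathway, aubergine (sw10899), a Piwi protein of the germ line, gave -0.71, -0.67, -1.07 and -0.20, and the match to the SID1 family (sw07641), proteins that pass double-stranded RNA through membranes, 0.50, 0.37, 1.08 and 0.97. A match to a piggyBac-derived protein (sw19579) fell in BmESC RNAi (-2.37) and gave -0.47, -0.64 and -0.69 on the other arrays, so single transposon probes went both ways. All values are of 1 array each, with no replicate check.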
